# LPLAT11/MBOAT7-driven phosphatidylinositol remodeling ensures radial glial cell integrity in developing neocortex

**DOI:** 10.1016/j.isci.2025.114248

**Published:** 2025-11-27

**Authors:** Yuki Ishino, Yusuke Kishi, Taiga Iwama, Naohiro Kuwayama, Hiroyuki Arai, Yukiko Gotoh, Junken Aoki, Nozomu Kono

**Keywords:** Neuroscience, Developmental neuroscience, Cellular neuroscience

## Abstract

Phosphatidylinositol (PI) is highly enriched in arachidonic acid, an essential polyunsaturated fatty acid for brain development. This enrichment is mediated by the phospholipid remodeling enzyme lysophospholipid acyltransferase 11 (LPLAT11), also known as membrane-bound *O*-acyltransferase 7 (MBOAT7), whose deficiency causes microcephaly in both humans and mice. Here, we show that *Mboat7* deficiency impairs indirect neurogenesis in the developing neocortex by compromising radial glial cell (RGC) integrity, resulting in fewer layer II–V neurons. *Mboat7*-deficient RGCs exhibited decreased proliferation, impaired differentiation into intermediate progenitor cells, and increased apoptosis. These defects were preceded by Golgi apparatus rounding, reduced apical E-cadherin expression, and dysregulated apical detachment of RGCs. Moreover, the *Mboat7*-deficient cortex displayed reduced PI(4,5)P_2_ levels, and pharmacological inhibition of PI(4,5)P_2_ synthesis recapitulated the Golgi rounding observed in *Mboat7*-deficient RGCs. These findings suggest that compromised RGC integrity due to reduced PI(4,5)P_2_ levels, resulting from decreased arachidonic acid-containing PI, underlies the microcephaly associated with *MBOAT7* deficiency.

## Highlights

• *Mboat7* deficiency impairs radial glial cell integrity and indirect neurogenesis
• Radial glial cells lacking *Mboat7* display Golgi apparatus rounding
• PI(4,5)P_2_ levels decline in the *Mboat7*-deficient cortex at the onset of neurogenesis
• Blocking PI(4,5)P_2_ synthesis recapitulates Golgi rounding in radial glial cells

## Introduction

Phospholipids in biological membranes exhibit remarkable structural diversity due to variations in their polar head groups and fatty acyl chains, giving rise to over a thousand distinct phospholipid species in mammalian cells.^1^ This diversity is generated through the phospholipid remodeling pathway (also known as Lands’ cycle), in which newly synthesized phospholipids undergo deacylation by phospholipase A (PLA), followed by reacylation with specific fatty acids by lysophospholipid acyltransferases (LPLATs).^2^ Recent studies using LPLAT-deficient animal models have highlighted the significance of phospholipid remodeling in diverse physiological and pathological contexts, including development, lipoprotein synthesis, obesity, and hepatic steatosis.^3^^,^^4^^,^^5^^,^^6^^,^^7^^,^^8^^,^^9^^,^^10^

Among the phospholipid classes, the phosphatidylinositol (PI) class is unique in that it predominantly contains arachidonic acid at the *sn*-2 position, and phospholipid remodeling underlies the selective enrichment of PI with arachidonic acid.^11^^,^^12^ Lysophospholipid acyltransferase 11 (LPLAT11, also known as LPIAT1 or MBOAT7) is the remodeling enzyme that specifically incorporates arachidonic acid into PI.^13^ LPLAT11 exhibits its highest activity when arachidonoyl-CoA and lysoPI are used as the acyl donor and acceptor, respectively.^13^^,^^14^^,^^15^ Notably, patients harboring null mutations in *MBOAT7* show severe intellectual disability, epilepsy, autistic features, and microcephaly.^16^^,^^17^^,^^18^^,^^19^^,^^20^^,^^21^^,^^22^^,^^23^^,^^24^ Consistent with these findings, *Mboat7* knockout (KO) mice also exhibit microcephaly.^4^^,^^25^^,^^26^ Our previous study demonstrated that *Mboat7* KO mice display disorganized cortical lamination, delayed neuronal migration in the embryonic day 18.5 (E18.5) cortex, and an increased number of TUNEL-positive cells in the E14.5 cortex.^4^ Some studies also reported that *Mboat7* KO mice develop a deformed, domed-shaped head^25^^,^^26^ and hydrocephalus.^25^ More recently, Tang et al.,^27^ based on findings that lysoPI levels are elevated in the E13.5 brain and that mTOR activity is increased in delaminated neural progenitors in the E14.5 cortex of *Mboat7* KO mice, proposed that increased lysoPI activates mTOR signaling, leading to apoptosis and neuronal migration defects in *Mboat7* KO mice.

Microcephaly arises from a reduced number of neurons generated during embryonic development. In the developing murine cerebral cortex, neural stem cells (radial glial cells [RGCs]) generate neurons primarily through asymmetric divisions during early neurogenesis (E11–E13), a process called direct neurogenesis.^28^ During mid-corticogenesis (E13–E16), RGCs predominantly generate neurons via indirect neurogenesis, wherein RGCs first produce intermediate progenitor cells (IPCs) through asymmetric divisions, and IPCs subsequently differentiate into neurons after one or two rounds of division.^29^^,^^30^^,^^31^^,^^32^ Thus, RGCs play a pivotal role in corticogenesis, and their dysfunction leads to fewer neurons and microcephaly. While Tang et al.^27^ mainly analyzed abnormalities in IPCs of *Mboat7* KO mice, how *Mboat7* deficiency affects RGC functions remains to be elucidated.

In the present study, we investigated the cortical phenotype of global and neural-specific *Mboat7* KO mice during embryonic development, with particular focus on early neurogenic stages, and found that *Mboat7* deficiency compromised RGC integrity in the E12 cortex. *Mboat7*-deficient RGCs exhibited decreased proliferation, impaired differentiation into IPCs, and increased apoptosis, leading to a decrease in layer II–V neurons. Notably, prior to these defects, the Golgi apparatus became rounded, E-cadherin expression on the apical surface decreased, and apical detachment occurred in *Mboat7*-deficient RGCs. Furthermore, *Mboat7* deficiency led to a reduction in PI(4,5)P_2_ levels, and pharmacological inhibition of PI(4,5)P_2_ production induced Golgi rounding, along with decreased E-cadherin expression on the apical surface. Based on these findings, we propose that compromised RGC integrity due to decreased PI(4,5)P_2_ levels underlie the microcephaly observed in *Mboat7* deficiency.

## Results

### *Mboat7* KO mice exhibit reduced layer II–V neurons and increased cortical apoptosis

*Mboat7* KO mice have been reported to exhibit reduced cortical thickness with a reduced number of upper-layer neurons and temporarily restricted apoptosis around E14.5.^4^^,^^27^ Consistently, immunostaining of E18.5 cortices using markers for layer VI/subplate (Tbr1), layer VI/V (Ctip2), and layer II–IV neurons (Cux1) revealed a ∼50% reduction in the number of layer II–IV neurons in *Mboat7* KO mice compared to *Mboat7* heterozygous mice, while the number of layer VI neurons remained comparable (Figures 1A–1C). Additionally, the number of layer V neurons was modestly reduced to about 70%. Similar abnormalities were observed at postnatal day 5 (P5) when the migration of upper-layer neurons is complete, with some layer II–IV neurons displaying migration defects (Figures 1D–1F). During E13.5–E15.5, a critical period for layer II–V neuron generation, apoptosis was markedly increased in *Mboat7* KO mice, as indicated by immunoblot and immunostaining for cleaved caspase-3 (Figures 1G–1J). At this stage, the cortex mainly consists of RGCs, intermediate progenitor cells (IPCs), and neurons. To further characterize the apoptotic cells, *Mboat7* KO cortices were co-immunostained for cleaved caspase-3 along with markers for RGCs (Sox2), IPCs (Tbr2), and neurons (Ctip2). The results showed that apoptosis occurred primarily in RGCs and to a lesser extent in IPCs but not in neurons (Figures 1K–1N).

**Figure 1:**
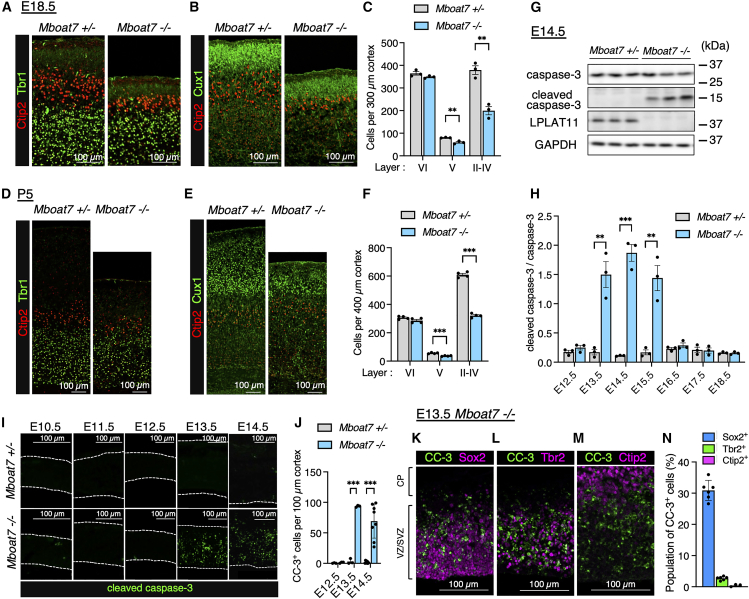
*Mboat7* KO mice exhibit reduced layer II–V neurons and increased cortical apoptosis during E13.5–E15.5 (A) Immunofluorescence staining of Tbr1 (green) and Ctip2 (red) in coronal sections of *Mboat7* heterozygous (+/−) and KO (−/−) mice at E18.5. (B) Immunofluorescence staining of Cux1 (green) and Ctip2 (red) in coronal sections of *Mboat7*^+/−^ and *Mboat7*^−/−^ mice at E18.5. (C) Quantitative analysis of layer VI (Tbr1^+^), V (Tbr1^−^ Ctip2^+^), and II–IV (Cux1^+^) neurons per area within 300-μm-wide bins (*n* = 3 embryos from two independent litters for each genotype). (D) Immunofluorescence staining of Tbr1 (green) and Ctip2 (red) in coronal sections of *Mboat7*^+/−^ and *Mboat7*^−/−^ mice at P5. (E) Immunofluorescence staining of Cux1 (green) and Ctip2 (red) in coronal sections of *Mboat7*^+/−^ and *Mboat7*^−/−^ mice at P5. (F) Quantitative analysis of layer VI (Tbr1^+^), V (Tbr1^−^ Ctip2^+^), and II–IV (Cux1^+^) neurons per area within 400-μm-wide bins (*n* = 4 embryos from two independent litters for each genotype). (G) Western blots of caspase-3 (the inactive precursor of apoptosis executioner), cleaved caspase-3 (an apoptosis marker), and LPLAT11 (a PI remodeling enzyme encoded by *Mboat7*) in the cortices of *Mboat7*^+/−^ and *Mboat7*^−/−^ mice at E14.5. GAPDH was used as a loading control. Molecular weight markers are shown to the right of the blots. (H) Evaluation of caspase-3 activation in the cortices of *Mboat7*^+/−^ and *Mboat7*^−/−^ mice from E12.5 to E18.5 (*n* = 3 embryos from two independent litters for each genotype). (I) Immunofluorescence staining for cleaved caspase-3 in the cortices of *Mboat7*^+/−^ and *Mboat7*^−/−^ mice from E10.5 to E14.5. Dotted lines show the apical and the basal surfaces of the cortex. (J) Quantitative analysis of cells positive for cleaved caspase-3 (CC-3) per area within 100-μm-wide bins (*n* = 3 embryos [E12.5 and E13.5] and *n* = 8 embryos [E14.5] from two independent litters for each genotype). (K–M) Double staining for cleaved caspase-3 (CC-3) and Sox2 (K), Tbr2 (L), and Ctip2 (M) in *Mboat7*^−/−^ mice cortex at E13.5. (N) Population analysis of cleaved caspase-3^+^ cells per area within 200-μm-wide bins of *Mboat7*^−/−^ mice cortex at E13.5 (*n* = 6 (K, L) and *n* = 3 (M) embryos from two independent litters). Sox2^+^ (blue), Tbr2^+^ (green), Ctip2^+^ (magenta). Data are shown as mean ± SEM; ∗∗*p* < 0.01, ∗∗∗*p* < 0.001; unpaired two-tailed Student’s *t* test and multiple *t* tests. CP, cortical plate; VZ, ventricular zone; SVZ, subventricular zone. Scale bars, 100 μm. See Data S1 for uncropped blots.

### Differentiation into IPCs and proliferation are impaired in *Mboat7* KO RGCs

In addition to RGC apoptosis, the reduced number of neurons may result from impaired differentiation or proliferation of neural progenitors such as RGCs and IPCs. We first determined whether the differentiation of RGCs to neurons, i.e., direct neurogenesis, is affected in *Mboat7* KO mice. To this end, we administered bromodeoxyuridine (BrdU) intraperitoneally to E12.5 pregnant mice and analyzed the cortices of E13.5 embryos. Double staining for Tbr1 (a neuronal marker) and BrdU revealed that the proportion of Tbr1^+^ cells among BrdU^+^ cells was comparable between *Mboat7* heterozygous and KO mice (Figures 2A and 2B), indicating that direct neurogenesis remains unaffected in *Mboat7* KO mice. Next, to assess whether the differentiation of RGCs into IPCs (the initial step of indirect neurogenesis) is impaired in *Mboat7* KO mice, we performed immunostaining for Pax6 (an RGC marker), Tbr2, and BrdU in the cortices of BrdU-labeled E13.5 embryos. In *Mboat7* KO mice, the proportion of Tbr2^+^ cells among BrdU^+^ cells was reduced, whereas the proportion of Pax6^+^ cells among BrdU^+^ cells was increased (Figures 2C–2F), suggesting that differentiation of RGCs to IPCs was impaired. Quantification of cells positive for Tbr2 and Sox2 showed a significant decrease in IPCs and a slight decrease in RGCs in the *Mboat7* KO cortex (Figures 2G–2I). Given that apoptosis of IPCs was not prominent (Figures 1L and 1N), the marked decrease in IPCs was likely due to impaired differentiation of RGCs to IPCs.

**Figure 2:**
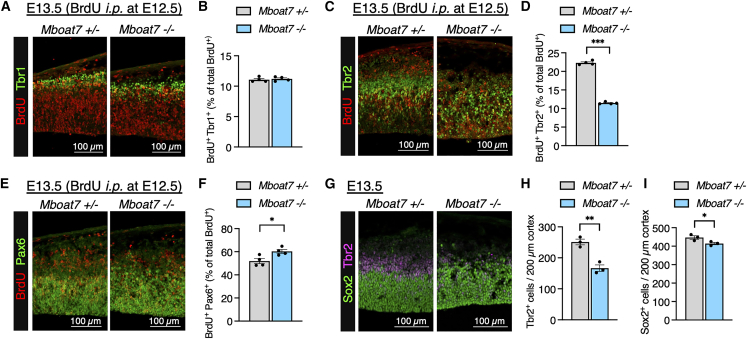
Differentiation of RGCs into IPCs is impaired in *Mboat7* KO mice (A) Double staining at E13.5 for BrdU (injected at E12.5) and Tbr1. (B) The rate of neuronal differentiation (percentage of BrdU^+^ Tbr1^+^ cells in BrdU^+^ cells) (*n* = 4 embryos from two independent litters for each genotype). (C) Double staining at E13.5 for BrdU (injected at E12.5) and Tbr2. (D) The rate of differentiation into IPCs (percentage of BrdU^+^ Tbr2^+^ cells in BrdU^+^ cells) (*n* = 4 embryos from two independent litters for each genotype). (E) Double staining at E13.5 for BrdU (injected at E12.5) and Pax6. (F) The rate of RGCs (percentage of BrdU^+^ Pax6^+^ cells in BrdU^+^ cells) (*n* = 4 embryos from two independent litters for each genotype). (G) Immunofluorescence staining of Sox2 (green) and Tbr2 (magenta) in coronal sections of *Mboat7*^+/−^ and *Mboat7*^−/−^ mice at E13.5. (H and I) Quantitative analysis of cells positive for Tbr2 (H) and Sox2 (I) per area within 200-μm-wide bins (*n* = 3 embryos from two independent litters for each genotype). Data are shown as mean ± SEM; ∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.001; unpaired two-tailed Student’s *t* test. Scale bars, 100 μm.

We next evaluated the proliferation of RGCs and IPCs. BrdU labeling experiments showed that the proportions of BrdU-labeled RGCs and IPCs were each comparable between *Mboat7* heterozygous and KO mice (Figures 3A and 3B). However, immunostaining for phospho-Histone H3 (p-H3), a marker for M-phase cells, showed a significant increase in the number of p-H3-positive RGCs in the E12.5-E14.5 cortices of *Mboat7* KO mice (Figures 3C and 3D), suggesting that the M phase is prolonged in *Mboat7* KO RGCs. To examine the cell-cycle length of RGCs and IPCs, we performed iododeoxyuridine (IdU) and BrdU double labeling,^33^ which can measure total cell-cycle length and S-phase duration (Figure 3E). The M-phase duration was also calculated using the total cell-cycle length and the proportion of p-H3^+^ cells in RGCs, while the combined duration of the G1 and G2 phases was taken as the total cell-cycle length minus the S and M phases. At E12.5 and E13.5, the overall cell cycle was prolonged in *Mboat7* KO RGCs (Figures 3F–3M), with a notable increase in M-phase proportion (Figures S1A and S1B). Similarly, the cell cycle of IPCs was prolonged (Figures 3N–3U), although the changes in the proportion of the IPCs in the M-phase proportion were less pronounced than they were in RGCs (Figures S1C and S1D). Thus, the proliferation of both RGCs and IPCs is impaired in *Mboat7* KO mice, and M-phase duration is prolonged in *Mboat7* KO RGCs.

**Figure 3:**
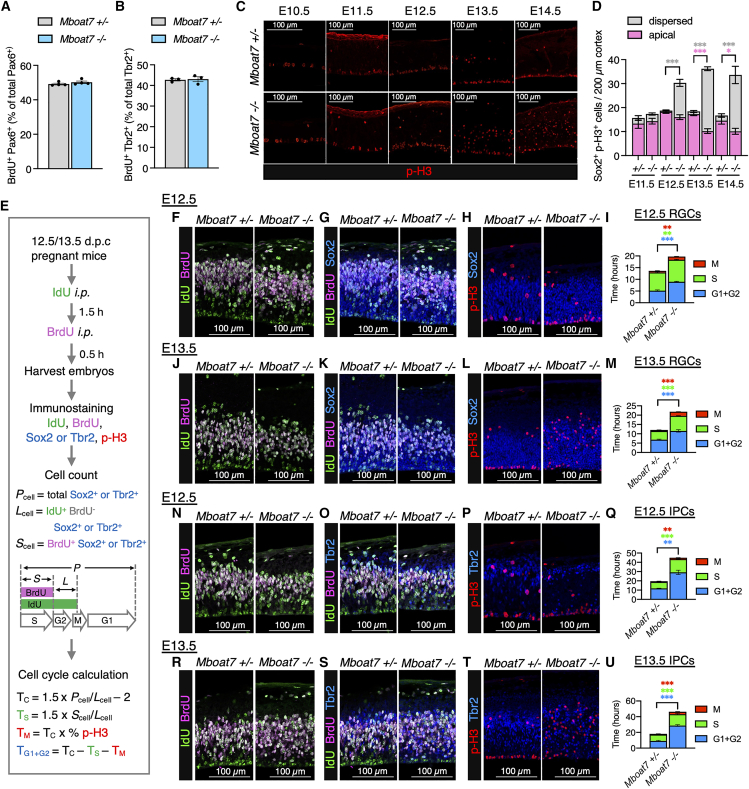
Proliferation of RGCs and IPCs is reduced in *Mboat7* KO mice (A) The rate of BrdU-labeled RGCs (percentage of BrdU^+^ Pax6^+^ cells in Pax6^+^ cells) (*n* = 4 embryos from two independent litters for each genotype). (B) The rate of BrdU-labeled IPCs (percentage of BrdU^+^ Tbr2^+^ cells in Tbr2^+^ cells) (*n* = 3 embryos from two independent litters for each genotype). (C) Immunofluorescence staining for phospho-histone H3 (p-H3) in the cortices of *Mboat7*^+/−^ and *Mboat7*^−/−^ mice from E10.5 to E14.5. (D) Quantitative analysis of apical and dispersed RGCs positive for p-H3 (Sox2^+^ p-H3^+^ cells) per area within 200-μm-wide bins (*n* = 3 embryos [E11.5, *Mboat7*^+/−^ and *Mboat7*^−/−^], *n* = 4 embryos [E12.5, *Mboat7*^+/−^], *n* = 5 embryos [E13.5, *Mboat7*^−/−^], *n* = 6 embryos [E12.5, *Mboat7*^−/−^], *n* = 7 embryos [E13.5 and E14.5, *Mboat7*^+/−^], and *n* = 8 embryos [E14.5, *Mboat7*^−/−^] from two independent litters). (E) IdU/BrdU injection paradigm to quantify total cell cycle, S-phase, M-phase, and G1+G2-phase lengths of RGCs and IPCs. A single IdU injection was performed at T = 0 h, followed by a single BrdU injection at T = 1.5 h, with harvest at T = 2 h. (F, J) Double staining of IdU (green) and BrdU (magenta) in coronal sections of *Mboat7*^+/−^ and *Mboat7*^−/−^ mice at E12.5 (F) and E13.5 (J). (G, K) Triple staining of IdU (green), BrdU (magenta), and Sox2 (blue) in coronal sections of *Mboat7*^+/−^ and *Mboat7*^−/−^ mice at E12.5 (G) and E13.5 (K). (H, L) Double staining of Sox2 (blue) and p-H3 (red) in coronal sections of *Mboat7*^+/−^ and *Mboat7*^−/−^ mice at E12.5 (H) and E13.5 (L). (I, M) Quantification of G1+G2-phase (blue), S-phase (green), M-phase (red), and total cell-cycle (full bar) lengths in *Mboat7*^+/−^ and *Mboat7*^−/−^ mice at E12.5 (*n* = 3 embryos (I) and *n* = 4 embryos (M) from two independent litters for each genotype). (N, R) Double staining of IdU (green) and BrdU (magenta) in coronal sections of *Mboat7*^+/−^ and *Mboat7*^−/−^ mice at E12.5 (N) and E13.5 (R). (O, S) Triple staining of IdU (green), BrdU (magenta), and Tbr2 (blue) in coronal sections of *Mboat7*^+/−^ and *Mboat7*^−/−^ mice at E12.5 (O) and E13.5 (S). (P, T) Double staining of Tbr2 (blue) and p-H3 (red) in coronal sections of *Mboat7*^+/−^ and *Mboat7*^−/−^ mice at E12.5 (P) and E13.5 (T). (Q, U) Quantification of G1+G2-phase (blue), S-phase (green), M-phase (red), and total cell-cycle (full bar) lengths in *Mboat7*^+/−^ and *Mboat7*^−/−^ mice at E12.5 (*n* = 3 embryos (Q), *n* = 5 embryos [(U), *Mboat7*^+/−^], and *n* = 4 embryos [(U), *Mboat7*^−/−^] from two independent litters). Data are shown as mean ± SEM; ∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.001; multiple *t* tests. The color of the asterisks corresponds to the color of the respective groups in the graph. Scale bars, 100 μm. See also Figure S1.

Prolonged M phase, especially prometaphase, causes apoptosis several hours after cell division, possibly at the G1 phase, in RGCs.^34^ To examine which stage within the M phase is affected in *Mboat7* KO mice, we analyzed mitotic RGCs at E12.5 and E13.5 using Aurora B staining, which distinguishes prophase, prometaphase, metaphase, anaphase, and telophase in the M phase^35^ (Figure 4A). The proportion of prometaphase RGCs was increased in *Mboat7* KO mice (Figures 4B–4E). Moreover, cleaved caspase-3^+^ cells did not merge with p-H3 but merged with proliferating cell nuclear antigen (PCNA), a marker for proliferating cells (Figures 4F–4H), suggesting that proliferating cells outside of the M phase undergo apoptosis. To identify the cell-cycle phase of the apoptotic cells, BrdU was injected 2, 8.5, and 17 h before harvesting the cortex at E13.5 to label S/G2-, early G1-, and late G1-phase cells, respectively, followed by cleaved caspase-3 and BrdU staining.^36^ Under all conditions, cleaved caspase-3 rarely overlapped with BrdU (Figures 4I–4L), indicating that BrdU-positive RGCs do not undergo apoptosis. Since BrdU is incorporated during the S phase, this suggests that apoptosis occurs before cells enter the S phase. Combined with the finding that apoptosis does not occur during the M phase (Figures 4F and 4H), it is likely that apoptosis occurs in G1-phase cells that fail to enter the S phase.

**Figure 4:**
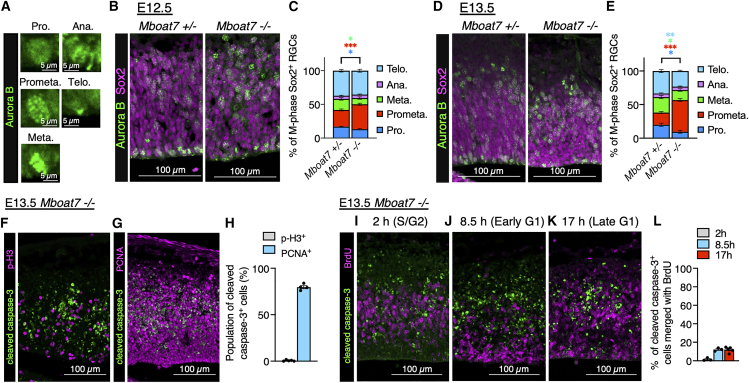
Prometaphase duration is prolonged in *Mboat7* KO RGCs (A) Immunofluorescence staining for Aurora B (green) shows phase-specific localization patterns of Aurora B in cells in prophase (Pro.), prometaphase (Prometa.), metaphase (Meta.), anaphase (Ana.), and telophase (Telo.) in the E13.5 cortex. (B) Immunofluorescence staining of Aurora B (green) and Sox2 (magenta) in coronal sections of *Mboat7*^+/−^ and *Mboat7*^−/−^ mice at E12.5. (C) Quantification of the percentage of Aurora B^+^ mitotic RGCs (Sox2^+^) across different mitotic phases in *Mboat7*^+/−^ and *Mboat7*^−/−^ mice at E12.5 (*n* = 5 embryos [*Mboat7*^+/−^] and *n* = 6 embryos [*Mboat7*^−/−^] from two independent litters). (D) Immunofluorescence staining of Aurora B (green) and Sox2 (magenta) in coronal sections of *Mboat7*^+/−^ and *Mboat7*^−/−^ mice at E13.5. (E) Quantification of the percentage of Aurora B^+^ mitotic RGCs (Sox2^+^) across different mitotic phases in *Mboat7*^+/−^ and *Mboat7*^−/−^ mice at E13.5 (*n* = 4 embryos [*Mboat7*^+/−^] and *n* = 6 embryos [*Mboat7*^−/−^] from two independent litters). (F, G) Double staining for cleaved caspase-3 (green) and either p-H3 (F, magenta) or PCNA (G, magenta) in the E13.5 cortices of *Mboat7*^−/−^ mice. (H) Quantitative analysis of cleaved caspase-3^+^ cells positive for p-H3 or PCNA in (F, G) (*n* = 5 embryos (F) and *n* = 4 embryos (G) from two independent litters). (I–K) Double staining for cleaved caspase-3 (green) and BrdU (magenta) in the E13.5 cortices of *Mboat7*^−/−^ mice, labeled for 2 h (I, the S/G2 phase), 8.5 h (J, the early G1 phase), and 17 h (K, the late G1 phase) in BrdU labeling. (L) Quantitative analysis of cleaved caspase-3^+^ cells positive for BrdU in (I–K) (*n* = 3 embryos (I, J) and *n* = 5 embryos (K) from two independent litters). Data are shown as mean ± SEM; ∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.001; multiple *t* tests. The color of the asterisks corresponds to the color of the respective groups in the graph. Scale bars, 5 μm in (A) and 100 μm (others).

### E-cadherin expression at the apical surface is perturbed in *Mboat7* KO RGCs

RGCs constantly extend their processes radially, maintaining adhesion to both the apical and basal surfaces of the cortex. Nuclei of RGCs migrate basally in the G1/S phase and apically in the G2/M phase.^37^ Consequently, RGCs divide at the apical surface. In *Mboat7* KO mice, M-phase RGCs were dispersed throughout the ventricular/subventricular zone (Figures 3C and 3D), resembling the phenotype observed when apical processes lose their attachment to the ventricular surface.^38^^,^^39^ To examine the apical process of RGCs in *Mboat7* KO mice, we immunostained E12.5 and E13.5 cortices for Nestin, which is strongly expressed in the processes of RGCs. In E13.5 *Mboat7* heterozygous mice, RGC processes extended radially from the apical surface to the basal surface, with strong Nestin staining at the apical surface (Figure 5A). In contrast, *Mboat7* KO mice exhibited weak Nestin staining at the apical surface (Figures 5A and 5B), and their radial fiber arrangement was disordered (Figure 5A, arrowheads). Similar results, albeit to a lesser extent, were obtained in the E12.5 cortices of *Mboat7* KO mice (Figures 5C and 5D). These findings suggest that *Mboat7* KO RGCs lost contact with and detached from the apical surface.

**Figure 5:**
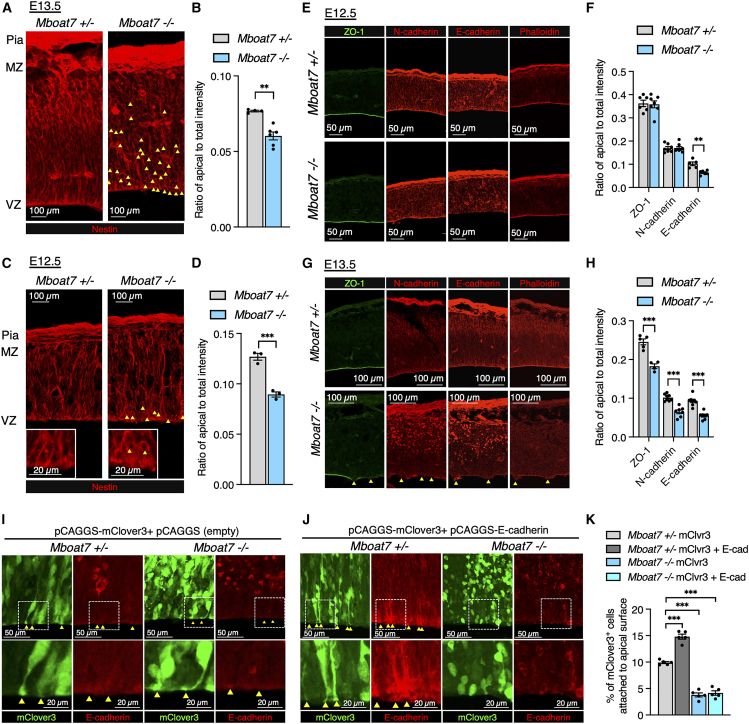
E-cadherin expression at the apical surface is perturbed in the cortex of *Mboat7* KO mice (A, C) Immunofluorescence staining for Nestin in the cortices of *Mboat7*^+/−^ and *Mboat7*^−/−^ mice at E13.5 (A) and E12.5 (C). Pia, pial surface; MZ, marginal zone; VZ, ventricular zone. Arrowheads show honeycomb-like pattern. (B, D) Ratio of apical intensity against total intensity from VZ to MZ is shown for Nestin at E13.5 (B) and E12.5 (D) (*n* = 3 embryos [(B), *Mboat7*^+/−^ and *Mboat7*^−/−^], *n* = 4 embryos [(D), *Mboat7*^+/−^], and *n* = 6 embryos [(D), *Mboat7*^−/−^] from two independent litters). (E, G) Immunofluorescence staining for ZO-1, N-cadherin, E-cadherin, and phalloidin in the cortices of *Mboat7*^+/−^ and *Mboat7*^−/−^ mice at E12.5 (E) and E13.5 (G). Arrowheads show the disruption of the ventricular wall. (F, H) Ratio of apical intensity against total intensity from VZ to MZ is shown for ZO-1, N-cadherin, and E-cadherin at E12.5 (F) and E13.5 (H) [(F) ZO-1, *n* = 6 (*Mboat7*^+/−^) and *n* = 7 embryos (*Mboat7*^−/−^); N-cadherin, *n* = 7 embryos (*Mboat7*^+/−^) and *n* = 8 embryos (*Mboat7*^−/−^); E-cadherin, *n* = 5 embryos (*Mboat7*^+/−^) and *n* = 6 embryos (*Mboat7*^−/−^) from two independent litters, (H) ZO-1, *n* = 5 (*Mboat7*^+/−^) and *n* = 4 embryos (*Mboat7*^−/−^); N-cadherin, *n* = 8 embryos (*Mboat7*^+/−^) and *n* = 7 embryos (*Mboat7*^−/−^); E-cadherin, *n* = 8 embryos (*Mboat7*^+/−^) and *n* = 7 embryos (*Mboat7*^−/−^) from two independent litters]. (I, J) pCAGGS-mClover3 and either pCAGGS empty vector (I) or pCAGGS-E-cadherin vector (J) were introduced into RGCs by *in utero* electroporation at E12.5. The E13.5 cortices were immunostained for E-cadherin (red). Arrowheads show mClover3^+^ RGCs with apical processes extending from the soma to the ventricular wall. Lower panels show zoomed-in views of the area within the dotted frame. (K) Percentage of mClover3^+^ cells attached to apical surface in the ventricular zone within 200-μm-wide bins (*n* = 5 embryos from two independent litters for each group). Data are shown as mean ± SEM; ∗∗*p* < 0.01, ∗∗∗*p* < 0.001; unpaired two-tailed Student’s *t* test (B), unpaired two-tailed Welch’s *t* test (D), multiple *t* tests (F, H), and one-way ANOVA with Tukey’s post hoc test (K). Scale bars, 100 μm in (A, C, G); 50 μm in (E, I, J); 20 μm in enlarged figures in (C, I, J).

RGCs adhere to the apical surface through adherens junctions composed of N-cadherin, E-cadherin, and ZO-1. In E12.5 *Mboat7* KO mice, E-cadherin expression at the apical surface was reduced, whereas the expressions of ZO-1 and N-cadherin, as well as actin filament organization at the ventricular wall, remained comparable to that in littermate controls (Figures 5E and 5F). However, in E13.5 *Mboat7* KO mice, the apical expressions of not only E-cadherin but also N-cadherin and ZO-1 were reduced (Figures 5G and 5H), along with disruption of the ventricular zone (Figure 5G, arrowheads).

To determine whether the reduced E-cadherin expression at the apical surface in *Mboat7* KO mice results from a decrease in total expression or a defect in intracellular localization, we introduced mClover3 and E-cadherin expression vectors into RGCs by *in utero* electroporation at E12.5 and analyzed the E13.5 cortex. In *Mboat7* heterozygous mice, co-transfection with mClover3 and E-cadherin expression vectors increased the levels of E-cadherin at the apical surface and the number of mClover3-positive RGC processes attached to the apical surface (Figures 5I–5K). In *Mboat7* KO mice, however, E-cadherin was not increased at the apical surface but instead accumulated in the soma (Figure 5J), and the number of apical processes attached to the ventricular surface was not increased (Figure 5K). Thus, in *Mboat7* KO RGCs, E-cadherin overexpression failed to restore its apical expression, suggesting that localization/trafficking of E-cadherin to the apical surface is impaired.

### *Mboat7* KO RGCs exhibit abnormal Golgi morphology

The Golgi apparatus plays a pivotal role in E-cadherin trafficking.^40^^,^^41^^,^^42^ In RGCs, the Golgi apparatus is located exclusively in the apical process and extends along the apico-basal axis as the nucleus ascends during cell-cycle progression.^43^ Immunostaining of the E12.5 cortex for GM130, a marker for the Golgi apparatus, showed that the Golgi apparatus exhibited an elongated morphology in *Mboat7* heterozygous mice, whereas it appeared rounded in *Mboat7* KO mice (Figure 6A). Quantification of Golgi length in the ventricular zone confirmed a significant reduction in *Mboat7* KO mice (Figure 6B). At E11.5, however, the Golgi apparatus in *Mboat7* KO cortices did not yet exhibit a rounded morphology (Figures 6C and 6D). Further analysis of E12.0 cortices revealed that the Golgi was already rounded at this stage (Figures 6E and 6F). Notably, at this stage, p-H3^+^ RGCs remained attached to the apical surface in *Mboat7* KO mice cortices (Figures 6G and 6H), indicating that Golgi rounding precedes apical detachment.

**Figure 6:**
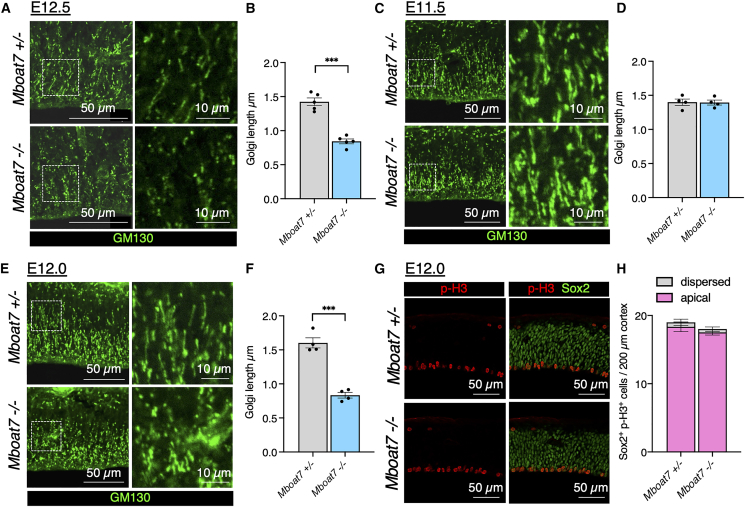
*Mboat7* deficiency causes abnormal morphology of the Golgi apparatus in the cortex (A) Immunofluorescence staining for GM130 in the cortices of *Mboat7*^+/−^ and *Mboat7*^−/−^ mice at E12.5. The right panels show zoomed-in views of the area within the dotted frame. (B) Measurement of the lengths of the average GM130^+^ Golgi apparatus in the ventricular zone within 50-μm-wide bins (*n* = 5 embryos from two independent litters for each genotype). (C) Immunofluorescence staining for GM130 in the cortices of *Mboat7*^+/−^ and *Mboat7*^−/−^ mice at E11.5. The right panels show zoomed-in views of the area within the dotted frame. (D) Measurement of the lengths of the average GM130^+^ Golgi apparatus in the ventricular zone within 50-μm-wide bins (*n* = 4 embryos from two independent litters for each genotype). (E) Immunofluorescence staining for GM130 in the cortices of *Mboat7*^+/−^ and *Mboat7*^−/−^ mice at E12.0. The right panels show zoomed-in views of the area within the dotted frame. (F) Measurement of the average lengths of the GM130^+^ Golgi apparatus in the ventricular zone within 50-μm-wide bins (*n* = 4 embryos from two independent litters for each genotype). (G) Double staining for p-H3 (red) and Sox2 (green) in the cortices of *Mboat7*^+/−^ and *Mboat7*^−/−^ mice at E12.0. (H) Quantitative analysis of apical and dispersed RGCs positive for p-H3 (Sox2^+^ and p-H3^+^ cells) per area within 200-μm-wide bins (*n* = 6 embryos from two independent litters for each genotype). Data are shown as mean ± SEM; ∗∗∗*p* < 0.001; unpaired two-tailed Welch’s *t* test. Scale bars, 10 μm [enlarged figures in (A, C, E)] and 50 μm (others). See also Figure S2.

To examine whether *Mboat7* KO mice exhibit any changes before E11.5, we evaluated global gene expression in the cortices of *Mboat7* heterozygous and KO mice at E11.5 using RNA sequencing. 

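Cortices were dissected at E11.5 from 2 Mboat7+/- and 2 Mboat7-/- embryos, and poly(A)-selected RNA from each embryo was sequenced as a directional library. The authors deposited the number of reads counted on each gene, without normalization. The total count was 21843330 and 26600310 in the Mboat7+/- cortices and 28189771 and 24490973 in the Mboat7-/- cortices. The table lists 23420 genes by symbol, of which 18103 had a count in any cortex. The paper's text does not name the genome build, the annotation or the programs that aligned and counted the reads. The counts were normalized here with edgeR's TMM method. The 14935 genes that passed its filterByExpr filter were compared between genotypes with the quasi-likelihood test, and p-values were adjusted by the Benjamini-Hochberg method. Differentially expressed genes were taken by the criterion of Fig. S2, an FDR under 0.05 and an absolute log2 fold change of at least 1. In counts simulated from these cortices, 152 of 200 changed genes met an FDR under 0.05, and 76% of those changed by 1 on the log2 scale did. The simulated counts followed the mean trend of the dispersion without its variation between genes, which makes them easier to test than real counts. The count of Mboat7 was 700 and 876 in the Mboat7+/- cortices and 1103 and 860 in the cortices labelled Mboat7-/-, a log2 fold change of 0.18 (standard error 0.11, adjusted p = 0.501 from edgeR's quasi-likelihood test). The Mboat7 count was therefore not lower in the libraries labelled Mboat7-/-, and the direction of each difference rests on the labels. Xist, transcribed in female cells, had 17875 counts in Mboat7+/- replicate 1 and at most 2 in each of the other cortices, so the sexes were not balanced between the genotypes.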

No significant differences in gene expression were observed (Figure S2A), suggesting that *Mboat7* KO mice develop normally until E11.5. 

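No gene met the criterion of Fig. S2 among the 14935 genes tested at E11.5, and none had an FDR under 0.05. An unadjusted p under 0.05 was found for 2107 genes, 14.1% of those tested, of which 1200 were higher and 907 lower in the cortices labelled Mboat7-/-. The smallest adjusted p was 0.0851 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), shared by Glg1 and Erdr1. Glg1, chosen after its values were seen, was at 70.4 ± 0.319 CPM (SD, n = 2) in Mboat7+/- cortices and 117 ± 7.29 CPM (SD, n = 2) in those labelled Mboat7-/-. Its log2 fold change was 0.73 (standard error 0.08). Erdr1 had a log2 fold change of -2.97 (standard error 0.34), from counts of 2084 and 1240 in Mboat7+/- cortices and 249 and 228 in those labelled Mboat7-/-. An absolute log2 fold change of at least 1 was reached by 355 genes, of which 230 were higher. After Erdr1, the genes among them with the smallest p and no overlap between genotypes were D830031N03Rik, Postn, Clcn5 and Hmcn1, with log2 fold changes of 1.43, 1.12, 1.01 and 1.02. The log2 fold changes at E11.5 followed transcript length (Spearman correlation 0.56 across genes above 16 CPM). A trend with length and GC content was removed from every library, a step added after the data were seen. The share with an unadjusted p under 0.05 was then 8.58%. Those log2 fold changes were then 1.43, 0.98, 0.82 and 0.85, and that of Glg1 was 0.58. The number of genes meeting the criterion moved most with edgeR's exact test, which gave 41. With the replicate number, which the labels also give as the batch, as a block, 40 genes met it. From the absence of significant differences, the paper proposes that Mboat7 KO mice develop normally until E11.5.

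**Figure D1:**
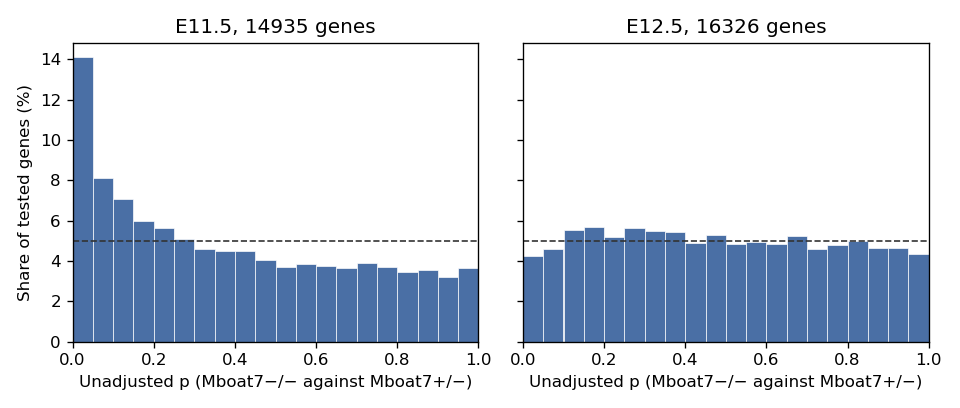
Share of tested genes (%) in each interval of the unadjusted p from edgeR's quasi-likelihood test, at E11.5 (14935 genes) and E12.5 (16326 genes), with 2 cortices per genotype. The dashed line marks 5%, the share each interval would hold with no effect. The lowest interval holds 14.1% of the genes at E11.5 and 4.23% at E12.5. With a trend with transcript length and GC content removed from every library, the E11.5 share was 8.58%.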

At E12.5, when morphological abnormalities become apparent, gene expression changes began to emerge in the cortices, with three uncharacterized genes exhibiting differential expression and a broader set of genes displaying non-significant but discernible changes in expression levels (Figure S2B).

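At E12.5, cortices of 2 Mboat7+/- and 2 Mboat7-/- embryos were sequenced by a different provider on a different platform. The authors again deposited raw counts per gene. The total count was 20799311 and 22193154 in the Mboat7+/- cortices and 23330432 and 21839149 in the Mboat7-/- cortices. This table lists 78298 genes by Ensembl identifier, of which 29986 had a count in any cortex. Symbols were found for 81.4% of those genes, which hold 98.85% of the counts. After the same filter, 16326 genes were tested. In counts simulated from these cortices, 156 of 200 changed genes met an FDR under 0.05. The share depends on the simulated changes: it was 40% at 0.5 and 100% at 3 on the log2 scale. As at E11.5, these counts lack the variation of the dispersion between genes and are easier to test than real counts. The count of Mboat7 was 739 and 782 in the Mboat7+/- cortices and 730 and 729 in the cortices labelled Mboat7-/-, a log2 fold change of -0.17 (standard error 0.10, adjusted p = 0.954 from edgeR's quasi-likelihood test), lower in both but not significantly, so here too the direction of other differences rests on the labels. Xist had at most 2 counts in any of the 4 cortices.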

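Among the genes tested at E12.5, 3 met the criterion of Fig. S2, 2 of them higher and 1 lower in the cortices labelled Mboat7-/-, and they are the genes labelled in Fig. S2B. ENSMUSG00000142665, for which no symbol was found, had 154 and 127 counts in Mboat7+/- cortices and 7 and 15 in those labelled Mboat7-/-. This is 6.64 ± 1.07 CPM (SD, n = 2) against 0.483 ± 0.254 CPM (SD, n = 2), a log2 fold change of -3.77 (standard error 0.36, adjusted p = 0.00858 from edgeR's quasi-likelihood test). G530011O06Rik (ENSMUSG00000072844) had 3 and 1 counts in Mboat7+/- cortices, at or under the floor of 3 counts, and 100 and 70 in those labelled Mboat7-/-. It was at least 25.8-fold higher (adjusted p = 0.00988 from the same edgeR test). At E11.5, where the sexes were not balanced, its log2 fold change was 0.05 (adjusted p = 0.975 from edgeR's quasi-likelihood test). ENSMUSG00000130346, also without a symbol, had 12 and 8 counts in Mboat7+/- cortices and 83 and 98 in those labelled Mboat7-/-, a log2 fold change of 3.06 (standard error 0.38, adjusted p = 0.0329 from the same edgeR test). With each cortex left out in turn, its log2 fold change lay between 2.77 and 3.4, and that of ENSMUSG00000142665 between -4.42 and -3.31. All 3 genes had a count under 10 in at least 1 cortex, so a filter that requires 10 counts in every cortex removes them. With no filter, the number of genes tested rose to 29986 and none met the criterion. DESeq2 gave 5 genes, edgeR's exact test 16 and the replicate number as a block 21, and the 3 genes were among them in each. An arbitrary split that joins the second Mboat7+/- cortex with the first cortex labelled Mboat7-/- gave 5 genes past the criterion. In that split 1910 genes had an unadjusted p under 0.05. The number of calls is thus no larger than a split that mixes the genotypes can give. Another 201 genes had an absolute log2 fold change of at least 1 without meeting the FDR, 135 of them higher and 66 lower, and 138 of them had an unadjusted p under 0.05. Of all tested genes, 690 had an unadjusted p under 0.05, which is 4.23%. Among the 201 genes, those with the smallest p and no overlap between genotypes included Gm10699 and Hrk, with log2 fold changes of -3.86 and 1.31. Gm10699 had 11 and 0 counts in the cortices labelled Mboat7-/-, and its log2 fold change was -2.89 without the second of these. Without the first, it was at least 27-fold lower. The others were Gm13304, at least 7.13-fold lower and uncertain because its synonyms name near-identical copies, ENSMUSG00000142697, at least 12.7-fold higher, and Gm20431, at least 19.2-fold higher. Each of the last pair rests largely on 1 cortex labelled Mboat7-/-, with counts of 20 and 63 for ENSMUSG00000142697 and 99 and 28 for Gm20431. The bound fell to 6.02-fold without the second cortex for ENSMUSG00000142697 and to 8.58-fold without the first for Gm20431. The paper states that expression changes began to emerge at this stage.

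**Figure D2:**
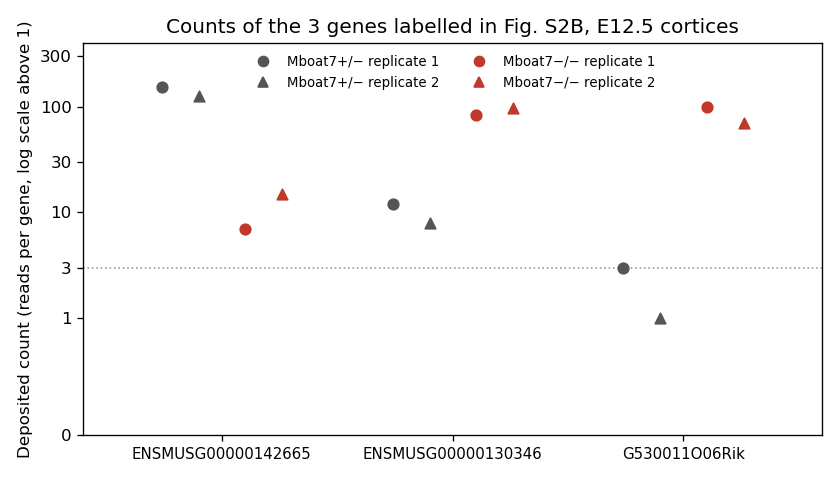
Deposited counts (log scale above 1) of the 3 genes labelled in Fig. S2B in the 4 E12.5 cortices, with circles for replicate 1 and triangles for replicate 2 of each genotype. The dotted line marks the floor of 3 counts. For each gene the 2 Mboat7-/- cortices lie on one side of the 2 Mboat7+/- cortices.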

### PI(4,5)P_2_ is decreased in the *Mboat7* KO cortex

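The 21 genes whose proteins were stained, blotted or discussed in the study were all tested at E12.5. None had an adjusted p under 0.05 over all genes tested, and none did when adjusted over the list alone. Their log2 fold changes ran from -0.32 (Nes) to 0.22 (Bcl11b), and the smallest p adjusted over the list alone was 0.341, for Nes (edgeR's quasi-likelihood test). Over all genes, the adjusted p of Nes was 0.954, and its alternatives ranged from 0.00127 to 1. The lowest came from a crossed pairing of the replicates, chosen after the data were seen, and none of the others was under 0.05. Lists of marker genes fixed in advance were compared with limma's camera test, with adjustment over 20 tests of 10 lists at both stages. In the cortices labelled Mboat7-/-, the median log2 fold change was -0.07 for 15 genes of radial glial cells (adjusted p = 0.311), 0.06 for 10 genes of intermediate progenitor cells (adjusted p = 0.311), 0.07 for 15 genes of neurons (adjusted p = 0.311) and -0.06 for 15 M-phase genes (adjusted p = 0.311), all from limma's camera. For 14 p53 target and apoptosis genes, 10 of which were higher, the median was 0.06 (adjusted p = 0.0498 from limma's camera). With the replicate number as a block the adjusted p from camera was 0.0619, no longer under 0.05, in a range from 0.0311 to 0.758 over the alternatives. No list had an adjusted p under 0.05 at this stage under fry or with the correlation between genes estimated from the data. The median of the p53 and apoptosis list fell to 0.02 without the second cortex labelled Mboat7-/- and rose to 0.197 without the first Mboat7+/- cortex. With each cortex left out in turn, the radial glial median ran from -0.134 to -0.001 and the M-phase median from -0.122 to 0.006. The intermediate progenitor median ran from 0.042 to 0.127 and the neuron median from 0.034 to 0.185.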

Since gene expression changes in the E12.5 cortex of *Mboat7* KO mice were minimal, we reasoned that lipid alterations might contribute to the observed morphological abnormalities. In particular, we focused on phosphoinositides (PIPs), because defects in their metabolism have been reported to affect Golgi apparatus morphology.^44^ We employed liquid chromatography-mass spectrometry (LC-MS) to measure PI and supercritical fluid chromatography-mass spectrometry (SFC-MS)^45^ to measure PIPs in E11.5-E13.5 cortices. In *Mboat7* KO mice, PI with arachidonic acid (38:4 PI), the predominant species in *Mboat7* heterozygous mice, was significantly decreased (Figures S3A–S3C). On the other hand, PI with monounsaturated fatty acid (34:1, 34:2, 36:1, and 36:2 PI) and PI with docosapentaenoic acid (DPA) or docosahexaenoic acid (DHA) (38:6, 40:5, 40:6, and 40:7 PI) increased, in agreement with previous reports.^4^^,^^26^ PI4P and PI(4,5)P_2_, two major cellular PIPs, also exhibited changes in the molecular species similar to those observed in PI (Figures S3D–S3I). Notably, the total amount of PI(4,5)P_2_ started to decrease at E12.5 in *Mboat7* KO mice, while the total amounts of PI and PI4P remained unchanged (Figures 7A–7C). The reduction in PI(4,5)P_2_ was due to an insufficient increase in non-arachidonic-acid-containing PI(4,5)P_2_ species to compensate for the decrease in arachidonic-acid-containing PI(4,5)P_2_ species (Figures 7C, S3H, and S3I). Imaging MS analyses of E13.5 cortices yielded similar results but also revealed that molecular species of PI and PIPs were altered throughout the entire cortex of *Mboat7* KO mice (Figures 7D–7F). The composition of molecular species of phosphatidylserine (PS), phosphatidylcholine (PC), and phosphatidylethanolamine (PE) in the cortices of E11.5-E13.5 *Mboat7* KO mice showed little or no change compared with littermate controls (Figures S4A–S4I). PI(4,5)P_2_ staining of E13.5 cortices also showed a decrease in PI(4,5)P_2_ levels in the *Mboat7* KO cortex (Figures 7G and 7H).

**Figure 7:**
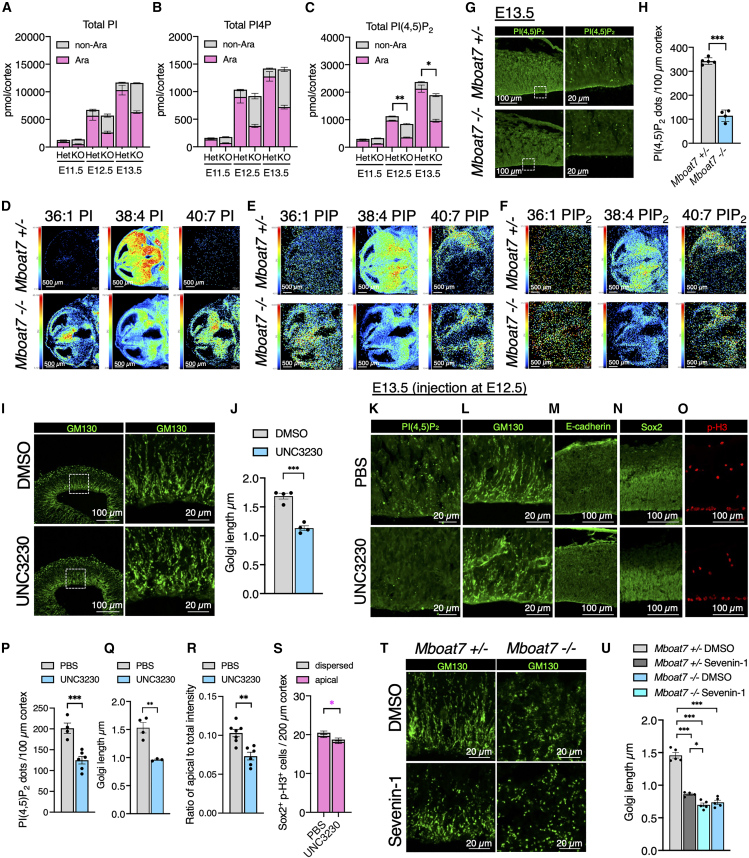
*Mboat7* KO cortex exhibits reduced PI(4,5)P_2_ levels, and pharmacological inhibition of PI(4,5)P_2_ synthesis induces Golgi rounding (A) Measurement of total PI in the cortices in *Mboat7*^+/−^ and *Mboat7*^−/−^ mice at E11.5–E13.5 using LC-MS/MS-based method (*n* = 3 embryos [E13.5, *Mboat7*^−/−^], *n* = 4 embryos [E11.5 and E12.5 *Mboat7*^+/−^], and *n* = 5 embryos [E12.5 *Mboat7*^−/−^ and E13.5 *Mboat7*^+/−^] from two independent litters). Peak areas are normalized by the area of the internal standard (25:0 PI). Ara and non-Ara indicate arachidonic acid-containing and non-arachidonic-acid-containing species, respectively. (B, C) Measurement of total PI4P (B) and PI(4,5)P_2_ (C) in the cortices in *Mboat7*^+/−^ and *Mboat7*^−/−^ mice at E11.5–E13.5 using SFC-MS/MS-based method (*n* = 3 embryos [E11.5, E12.5], *n* = 6 embryos [E13.5 *Mboat7*^−/−^], and *n* = 7 embryos [E13.5 *Mboat7*^+/−^] from two independent litters). Peak areas are normalized by the area of internal standard (37:4 PI4P or 37:4 PI(4,5)P_2_). (D–F) Imaging MS analysis of PI (D), PIP (E), and PIP_2_ (F) at E13.5 cortices of *Mboat7*^+/−^ and *Mboat7*^−/−^ mice. Signals were normalized by total ion current. (G) Immunofluorescence staining for PI(4,5)P_2_ in the cortices of *Mboat7*^+/−^ and *Mboat7*^−/−^ mice at E13.5. The right panels show zoomed-in views of the area within the dotted frame. (H) Quantitative analysis of PI(4,5)P_2_ positive dots per area within 100-μm-wide bins (*n* = 5 embryos [*Mboat7*^+/−^] and *n* = 4 embryos [*Mboat7*^−/−^] from two independent litters). (I) Immunofluorescence staining for GM130 in cultured E12.5 cortical hemispheres treated with DMSO or 1 μM PIPKIγ inhibitor (UNC3230). The Golgi apparatus is rounded in the hemispheres treated with UNC3230. The right panels show zoomed-in views of the area within the dotted frame. (J) Measurement of the lengths of the GM130^+^ Golgi apparatus in the ventricular zone within 50-μm-wide bins (*n* = 4 hemispheres [DMSO] and *n* = 4 hemispheres [UNC3230] from two independent litters and two independent experiments) in (I). (K–O) UNC3230 was administered into the ventricle of wild-type mice at E12.5. PBS (containing 0.1% DMSO) was administered as the control group. The E13.5 cortices were immunostained for PI(4,5)P_2_ (K), GM130 (L), E-cadherin (M), Sox2 (N), and p-H3 (O). (P) Quantitative analysis of PI(4,5)P_2_-positive dots per area within 100-μm-wide bins (*n* = 4 embryos [PBS] and *n* = 6 embryos [UNC3230] from two independent litters). (Q) Graph shows the lengths of the GM130^+^ Golgi apparatus in the ventricular zone within 50-μm-wide bins (*n* = 703 cells from 3 embryos [PBS] and *n* = 670 cells from 3 embryos [UNC3230] from two independent litters). (R) Ratio of apical intensity against total intensity from VZ to MZ is shown for E-cadherin (*n* = 7 embryos [PBS] and *n* = 6 embryos [UNC3230] from two independent litters). (S) Quantitative analysis of apical and dispersed RGCs positive for p-H3 (Sox2^+^ p-H3^+^ cells) per area within 200-μm-wide bins (*n* = 6 embryos [PBS] and *n* = 8 embryos [UNC3230] from two independent litters). (T) Immunofluorescence staining for GM130 in cultured E12.5 cortical hemispheres from *Mboat7*^+/−^ and *Mboat7*^−/−^ mice. Rounding of the Golgi apparatus was observed in *Mboat7*^+/−^ hemispheres treated with 10 μM LPLAT11 inhibitor (Sevenin-1). (U) Measurement of the lengths of the GM130^+^ Golgi apparatus in the ventricular zone within 50-μm-wide bins (*n* = 5 hemispheres [DMSO, *Mboat7*^+/−^], *n* = 4 hemispheres [Sevenin-1, *Mboat7*^+/−^], *n* = 5 hemispheres [DMSO, *Mboat7*^−/−^], and *n* = 4 hemispheres [Sevenin-1, *Mboat7*^−/−^] from two independent litters and two independent experiments). Data are shown as mean ± SEM; ∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.001; unpaired two-tailed Student’s *t* test (C, H, P, R, S), unpaired two-tailed Welch’s *t* test (J, Q), and one-way ANOVA with Tukey’s post hoc test (U). The color of the asterisks corresponds to the color of the respective groups in the graph. Scale bars, 20 μm [K, L, T, and enlarged figures in (G, I)]; 500 μm (D–F); 100 μm (others). See also Figures S3–S7 and Tables S1–S3.

To further examine whether PI(4,5)P_2_ is required for proper Golgi morphology in RGCs, we analyzed the effect of UNC3230, an inhibitor of PI4P 5-kinase type Iγ (PIPKIγ). We first applied UNC3230 to cortical hemisphere cultures, which closely mimic *in vivo* conditions and are useful for evaluating pharmacological treatments.^46^ Treatment of hemisphere cultures from wild-type mice with UNC3230 significantly reduced the total amount of PI(4,5)P_2_, primarily affecting PI(4,5)P_2_ species containing arachidonic acid and its analogous fatty acid, Mead acid (20:3), while exerting minimal effects on other species (Figures S5A and S5B). UNC3230 treatment induced Golgi apparatus rounding (Figures 7I and 7J), similar to the phenotype observed in *Mboat7* KO cortex and hemisphere cultures (Figures 6A and 6B, 7T, and 7U). Next, we administered UNC3230 into the lateral ventricle at E12.5 and immunostained E13.5 cortices with antibodies against PI(4,5)P_2_, GM130, E-cadherin, Sox2, and p-H3. This resulted in decreased PI(4,5)P_2_ levels, Golgi apparatus rounding, and reduced apical E-cadherin expression in the ventricular zone (Figures 7K–7M and 7P–7R). Detachment of RGCs from the ventricular wall was not observed, possibly due to the short duration following treatment (Figures 7N, 7O, and 7S). These findings suggest that reduced PI(4,5)P_2_ levels cause abnormal Golgi morphology and decreased E-cadherin expression at the apical surface.

To determine whether the enzymatic activity of LPLAT11, encoded by *Mboat7*, is required for proper Golgi morphology, we treated E12.5 *Mboat7* heterozygous hemispheres with Sevenin-1, an LPLAT11 inhibitor.^14^ SFC-MS analysis confirmed that Sevenin-1 treatment reduced the amount of PI with arachidonic acid (Figures S5C and S5E) and the total amount of PI(4,5)P_2_ (Figures S5D and S5F). Sevenin-1 treatment induced Golgi apparatus rounding, whereas it had no effect on the morphology of the Golgi apparatus in the *Mboat7* KO hemispheres (Figures 7T and 7U), underscoring the importance of LPLAT11 enzymatic activity.

Together, these results suggest that impaired remodeling of PI to arachidonic-acid-containing species due to *Mboat7* deficiency leads to a reduction in PI(4,5)P_2_ levels and consequently causes aberrant Golgi morphology and reduced E-cadherin expression at the apical surface in RGCs.

### Neural-specific *Mboat7* KO mice phenocopy global KO mice

To exclude the possibility that changes in systemic lipid metabolism in global *Mboat7* KO mice affect RGCs in a non-cell-autonomous manner, we generated neural-specific *Mboat7* KO mice (hereafter, *Mboat7*-Sox1-KO) by crossing *Mboat7*^*fl/fl*^ mice with Sox1-Cre transgenic mice, which drives the expression of Cre recombinase before E8.5 in the neuroepithelium.^47^^,^^48^ *Mboat7*-Sox1-KO mice exhibited microcephaly similar to that in *Mboat7* KO mice (Figures S6A and S6B). At E13.5, their cortices showed apoptosis and detachment of RGCs from the ventricular wall to the same extent as those observed in *Mboat7* KO cortices (Figures S6C–S6F), although RGC detachment was not observed at E12.5 (Figures S6E and S6F). The RGC detachment in *Mboat7*-Sox1-KO mice was not rescued by E-cadherin overexpression (Figures S6G–S6I). At E12.5, when RGC detachment was not yet apparent, *Mboat7*-Sox1-KO cortices exhibited rounding of the Golgi apparatus (Figures S6J and S6K), a phenotype similar to that observed in the E12.0 cortices of *Mboat7* KO mice (Figures 6E–6H). A significant alteration in the fatty acyl composition of PI and PIPs was observed in the cortices of *Mboat7*-Sox1-KO mice (Figures S7A–S7F), and the total amount of PI(4,5)P_2_ began to decrease at E12.5 (Figures S7G–S7I), as seen in the *Mboat7* KO cortices (Figure 7C). Taken together, these results indicate that *Mboat7*-Sox1-KO mice recapitulate almost all brain phenotypes observed in *Mboat7* KO mice. Notably, *Mboat7*-Sox1-KO mice died within a month after birth (Table S1), indicating that *Mboat7* deficiency in neural cells is responsible for the postnatal lethality of *Mboat7* KO mice.^4^

## Discussion

Polyunsaturated fatty acids, such as arachidonic acid and DHA, play crucial roles in embryonic brain development.^49^^,^^50^ Most PUFAs are present in the form bound to phospholipids in the brain. The fact that null mutations in *MBOAT7*, whose product LPLAT11 is responsible for incorporating arachidonic acid into PI, cause microcephaly both in humans and mice points to a crucial role for arachidonic acid in PI during cortical development.^4^^,^^27^ This is in sharp contrast to the fact that mice deficient in LPLAT12/LPCAT3 encoded by *Mboat5*, which is a major enzyme responsible for introducing arachidonic acid into PC, PE, and PS, show no significant brain phenotype.^5^^,^^51^ In the present study, we further explored the molecular mechanisms underlying microcephaly in *Mboat7* KO mice and found that *Mboat7* deficiency leads to several RGC abnormalities, including a decreased PI(4,5)P_2_ level, rounded Golgi morphology, apical detachment, reduced proliferation, impaired differentiation into IPCs, and increased apoptosis. A recent study proposed that impaired migration and increased apoptosis induced by lysoPI-mTOR signaling in IPCs underlie microcephaly associated with *MBOAT7* deficiency.^27^ Our findings complement and extend previous studies by uncovering the cellular and molecular basis of RGC abnormalities in *Mboat7* deficiency, providing a more profound understanding of the significance of arachidonic acid incorporation into PI during cortical development.

RGCs play a central role in neurogenesis during cortical development by directly differentiating into neurons (direct neurogenesis) or by generating IPCs, which subsequently produce neurons after one or two rounds of division (indirect neurogenesis).^28^ In the *Mboat7* KO cortex, the differentiation of RGCs into IPCs was markedly impaired, whereas direct neurogenesis appeared largely unaffected. This is consistent with the observation that the thickness of layers II–IV, which largely depends on indirect neurogenesis, was markedly reduced, while layer VI, which is primarily formed by direct neurogenesis, remained intact in the *Mboat7* KO cortex. Despite the impaired differentiation of RGCs to IPCs in the *Mboat7* KO cortex, the number of RGCs decreased rather than increased. This reduction can be attributed to both reduced proliferation and increased apoptosis of RGCs. In our analysis of RGC proliferation, we found that the M phase was prolonged, with a particular extension of the prometaphase in *Mboat7* KO RGCs. Notably, prolonged prometaphase in RGCs has previously been shown to suppress IPC generation and lead to apoptosis.^34^ Together, these findings suggest that prolonged prometaphase contributes to impaired IPC production and apoptosis in *Mboat7* KO RGCs.

RGCs are highly polarized along their apico-basal axis, and the architecture and integrity of their apical endfeet are maintained by cadherin-based adherens junctions. We found that the expressions of E-cadherin and N-cadherin at the ventricular surface of the *Mboat7* KO cortex began to decrease at E12.5 and E13.5, respectively. Concomitantly, M-phase RGCs dispersed throughout the ventricular and subventricular zones, suggesting that *Mboat7* KO RGCs aberrantly detach from the ventricular surface. The apical endfeet of RGCs serve as a niche for activating proliferation signaling, such as Wnt-β-catenin^52^^,^^53^ and Notch signaling.^54^^,^^55^ Upon differentiation of RGCs into neurons and IPCs, adherens junctions are disassembled in a controlled manner.^56^^,^^57^^,^^58^ However, their untimely loss has been shown to induce apoptosis.^38^^,^^59^ Thus, detachment of RGCs from the ventricular surface in the *Mboat7* KO cortex may also contribute to reduced proliferation and increased apoptosis.

Nestin staining revealed that RGC processes were disorganized in the *Mboat7* KO cortex, possibly due to RGC detachment. Since radially elongated RGC processes serve as scaffolds for neuronal migration,^32^ their disorganization may lead to neuronal migration defects. Indeed, impaired migration of IPCs and neurons has been observed in the cortex of *Mboat7* KO mice.^4^^,^^27^ Consistently, patients harboring null mutations in *MBOAT7* exhibit polymicrogyria,^27^ a condition thought to result from aberrant neuronal migration. Thus, impaired RGC integrity might contribute not only to microcephaly but also to the neuronal migration defects observed in *MBOAT7* deficiency.

*In utero* electroporation of the E-cadherin expression vector failed to restore the expression of E-cadherin at the apical surface in the *Mboat7* KO cortex. Instead, expressed E-cadherin was localized to the soma, suggesting that intracellular transport of E-cadherin to the apical membrane is disturbed in *Mboat7* KO RGCs. The Golgi apparatus of RGCs, which resides only in the apical process, contributes to the transport of apical membrane proteins.^60^ The Golgi apparatus of RGCs was rounded in the E12.0 cortex of *Mboat7* KO mice, where other cellular abnormalities were not noted. Thus, the rounding of the Golgi apparatus is an early cellular defect caused by *Mboat7* deficiency and may contribute to reduced levels of E-cadherin at the apical surface in *Mboat7* KO RGCs. The structure of the Golgi apparatus undergoes dynamic changes in coordination with the cell cycle.^61^^,^^62^ During interphase, it forms a ribbon-like structure, which is progressively disassembled into isolated ministacks before mitotic entry and subsequently into vesicles during prometaphase. These structural changes are essential for proper cell-cycle progression,^61^^,^^62^ as Golgi fragmentation and vesiculation are required for mitotic entry^63^^,^^64^ and bipolar spindle formation,^65^ respectively. Although both abnormal Golgi morphology and cell-cycle defects were observed in *Mboat7* KO RGCs, their causal relationship remains unclear and warrants further investigation.

Along with the abnormal Golgi morphology, we found that the level of PI(4,5)P_2_ was decreased in the E12.5 cortex of *Mboat7* KO mice. PI(4,5)P_2_ is critical for the trafficking of membrane proteins, including E-cadherin.^66^^,^^67^^,^^68^^,^^69^ For example, the interaction of Exo70 with PI(4,5)P_2_ is required for targeting of the exocyst complex to the plasma membrane, where it facilitates the tethering of post-Golgi secretory vesicles.^68^^,^^69^ Furthermore, overexpression of PI(4,5)P_2_-producing enzyme PIPKIγ promotes E-cadherin trafficking to the plasma membrane in a kinase-activity-dependent manner.^67^ PI(4,5)P_2_ is primarily localized to the plasma membrane, but it is also present in the Golgi apparatus, where it plays a critical role in the structural organization of the Golgi apparatus.^66^ Depletion of PI(4,5)P_2_ results in the dissociation of βIII-spectrin, a PI(4,5)P_2_-interacting protein, from the Golgi apparatus and fragmentation of the Golgi apparatus in both isolated Golgi membranes and cultured cells.^70^^,^^71^^,^^72^ Consistent with these findings, we showed that treatment with the PIPKIγ inhibitor UNC3230 decreased the PI(4,5)P_2_ level, induced rounding of the Golgi apparatus, and reduced E-cadherin expression at the ventricular surface. Thus, the PI(4,5)P_2_ reduction in the RGCs of *Mboat7* KO mice may impair the intracellular transport of E-cadherin by affecting PI(4,5)P_2_-dependent trafficking process and/or the organization of the Golgi apparatus.

Although changes in fatty acid composition of PI and PIPs were observed in E11.5 cortices of *Mboat7* KO mice, the decrease in the amount of PI(4,5)P_2_ in the cortex of *Mboat7* KO mice became evident from E12.5, suggesting that PI(4,5)P_2_ synthesis is perturbed starting around E12.5. PI(4,5)P_2_ is generated from PI4P by PI4P 5-kinases (PIPKIs). Among the three PIPKI isoforms (α, β, γ), PIPKIγ is the dominant isoform in the brain since PIPKIγ KO mice show a decreased amount of PI(4,5)P_2_ in the brain while PIPKIα KO, PIPKIβ KO, and PIPKIα/β double KO mice do not.^73^ Expression of PIPKIγ in the brain is detected at E12 and increases with embryonic development.^73^ Consistently, our lipidomic analyses revealed that the total amounts of PI, PI4P, and PI(4,5)P_2_ increased from E11.5 through E13.5, suggesting that both PIPKIγ and its substrates rise in parallel to promote PI(4,5)P_2_ production. PIPKIs have been reported to prefer arachidonic-acid-containing PI4P as a substrate over saturated-fatty-acid-containing PI4P.^74^^,^^75^ Interestingly, PIPKIs possess an arachidonic acid-recognition motif, which is conserved among the enzymes with specificity for arachidonic acid, such as diacylglycerol kinase epsilon and lipoxygenases.^75^ In contrast, such acyl chain selectivity and the recognition motif are not found in other PI/PIP kinases.^76^ Consistent with the arachidonic acid preference of PIPKIs, UNC3230 selectively reduced PI(4,5)P_2_ species with arachidonic acid in the hemisphere cultures. Therefore, PIPKIγ, whose expression in the brain starts at E12, may fail to produce a sufficient amount of PI(4,5)P_2_ in the *Mboat7* KO cortex, where the level of PI4P with arachidonic acid is reduced. Considering that UNC3230 phenocopies *Mboat7* deficiency, the reduction of arachidonic acid in PI and PI4P may primarily affect the production and levels of PI(4,5)P_2_, while it may exert only a minor influence on the intrinsic functions of PI and PI4P themselves.

Taken together, these results strongly suggest that reduced PI(4,5)P_2_ levels resulting from impaired PI remodeling disrupt RGC integrity, ultimately leading to microcephaly in *Mboat7* deficiency. Our findings provide mechanistic insights not only into microcephaly associated with *MBOAT7* deficiency but also into the importance of arachidonic acid in embryonic brain development. These findings suggest some potential therapeutic strategies for treating human neurodevelopmental disorders arising from *MBOAT7* mutations, such as supplementation with arachidonic acid or arachidonic-acid-containing PI and pharmacological activation of PIPKIγ.

### Limitations of the study

A limitation of the current study is that our analyses focused primarily on RGCs, and it remains unclear whether the observed molecular and cellular defects also occur in other cell types in the developing neocortex. For instance, PI(4,5)P_2_ levels might also be reduced in IPCs or postmitotic neurons, but the consequences of such reductions have not been fully addressed in this study. Since IPCs and neurons do not contact the ventricular surface, any functional impairments in these cells would likely differ from the RGC defects observed in this study. Nevertheless, it is possible that reduced PI(4,5)P_2_ in IPCs could impair their differentiation into neurons, which would contribute to a reduction in neuronal numbers in the *Mboat7* KO cortex. Further studies will be required to elucidate the effects of reduced PI(4,5)P_2_ in other neural cell types.

## Resource availability

### Lead contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the lead contact, Nozomu Kono ().

### Materials availability

This study did not generate new unique reagents.

### Data and code availability

• All data reported in this paper will be shared by the lead contact upon request.
• RNA sequencing data have been deposited at the GEO repository and are publicly available, with the accession number GSE288356. Lipidomic data have been deposited at Metabolomics Workbench and are publicly available, with the Study ID ST003747, ST003748, and ST003749.
• This paper does not report original code.
• Any additional information required to reanalyze the data reported in this work paper is available from the lead contact upon request. A preprint version of this manuscript was previously posted on bioRχiv (https://doi.org/10.1101/2024.04.30.588048).

## Acknowledgments

We thank S. Nishikawa (RIKEN) for providing *Sox1-Cre* mice and Y. Nakamura (Tokyo University of Science) and K. Kanemaru (Tokyo University of Science) for helpful discussions. Public access to metabolomics data via Metabolomics Workbench is supported by NIH grants U2C-DK119886 and OT2-OD030544. This work was supported by grants from the 10.13039/501100001691Japan Society for the Promotion of Science 10.13039/501100001691KAKENHI (grant numbers 23K14343 [to Y.I.] and 17H06164 and 17H06418 [to H.A.]); the 10.13039/100009619Japan Agency for Medical Research and Development (grant numbers JP21gm1210013 [to N.K.] and JP21gm0010004h9905 and JP22ck0106533h0003 [to J.A.]); 10.13039/501100002241Japan Science and Technology Agency 10.13039/501100020963Moonshot R&D Program (grant numbers JPMJMS2023-11 [to J.A.] and JPMJMS2023-15 [to J.A.]).

## Author contributions

Y.I., conceptualization, formal analysis, investigation, methodology, and writing—original draft. Y.K., investigation, methodology, and writing—review & editing. T.I., investigation and methodology. N.K., methodology and resources and writing—review & editing. H.A., funding acquisition, supervision, and writing—review & editing. Y.G., resources, supervision, and writing—review & editing. J.A., funding acquisition, supervision, and writing—review & editing. N.K., conceptualization, formal analysis, funding acquisition, supervision, and writing—original draft.

## Declaration of interests

The authors declare no competing interests.

## STAR★Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

Rabbit anti-cleaved caspase-3	Cell Signaling	Cat# 9661; RRID: AB_2341188
Rabbit anti-caspase-3	Cell Signaling	Cat# 9662S; RRID: AB_331439
Rabbit anti-Sox2	Cell Signaling	Cat# 3728S; RRID: AB_2194037
Mouse anti-phospho-Histone H3	Cell Signaling	Cat# 9706S; RRID: AB_331748
Mouse anti-Sox2	Santa Cruz Biotechnology	Cat# sc-365964; RRID: AB_10843364
Goat anti-Sox2	Santa Cruz Biotechnology	Cat# sc-17320; RRID: AB_2286684
Rabbit anti-Tbr1	Abcam	Cat# Ab31940; RRID: AB_2200219
Rat anti-Ctip2	Abcam	Cat# Ab18465; RRID: AB_2064130
Rabbit anti-Tbr2	Abcam	Cat# Ab23345; RRID: AB_778267
Mouse anti-PCNA	Abcam	Cat# Ab29; RRID: AB_303394
Rat anti-BrdU	Abcam	Cat# Ab6326; RRID: AB_305426
Rat anti-Tbr2	Thermo Fisher Scientific	Cat# 14-4875-80; RRID: AB_11043546
Rat anti-Cux1	Novus Biologicals	Cat# NBP2-13883; RRID: AB_3261458
Mouse anti-PI(4,5)P_2_	Echelon Biosciences	Cat# Z-P045; RRID: AB_427225
Rabbit anti-ZO-1	Zymed Laboratories	Cat# 617300; RRID: AB_2533938
Mouse anti-Aurora B	BD Transduction Laboratories	Cat# 611082; RRID: AB_2227708
Moue anti-BrdU	BD Transduction Laboratories	Cat# 555627; RRID: AB_395993
Mouse anti-E-cadherin	BD Transduction Laboratories	Cat# 610181; RRID: AB_397580
Mouse anti-N-cadherin	BD Transduction Laboratories	Cat# 610920; RRID: AB_2077527
Mouse anti-Nestin	BD Transduction Laboratories	Cat# 611658; RRID:AB_399176
Mouse anti-GM130	BD Transduction Laboratories	Cat# 610822; RRID: AB_398141
Mouse anti-GAPDH	Merck Millipore	Cat# 6C5; RRID: AB_2858176
Mouse anti-GAPDH	Proteintech	Cat# 60004-1-Ig; RRID: AB_2107436
Rabbit anti-Pax6	Merck Millipore	Cat# AB2237; RRID: AB_1587367
Chicken anti-Tbr2	Merck Millipore	Cat# AB15894; RRID: AB_10615604
Rabbit anti-Cux1	Proteintech	Cat# 11733-1-AP; RRID: AB_2086995
Rat anti-LPLAT11	Our laboratory	N/A
Donkey anti-mouse IgG, Alexa 488-conjugated	Thermo Fisher Scientific	Cat# A21202; RRID: AB_141607
Donkey anti-mouse IgG, Alexa 555-conjugated	Thermo Fisher Scientific	Cat# A31570; RRID: AB_2536180
Donkey anti-mouse IgG, Alexa 647-conjugated	Thermo Fisher Scientific	Cat# A31571; RRID: AB_162542
Donkey anti-mouse IgM, Alexa 488-conjugated	Thermo Fisher Scientific	Cat# A21042; RRID: AB_141357
Donkey anti-rabbit IgG, Alexa 488-conjugated	Thermo Fisher Scientific	Cat# A21206; RRID: AB_2535792
Donkey anti-rabbit IgG, Alexa 647-conjugated	Thermo Fisher Scientific	Cat# A31573; RRID: AB_2536183
Donkey anti-rat IgG, Alexa 488-conjugated	Thermo Fisher Scientific	Cat# A21208; RRID: AB_2535794
Donkey anti-rat IgG, Alexa 555-conjugated	Thermo Fisher Scientific	Cat# A78945; RRID: AB_2910652
Donkey anti-goat IgG, Alexa 488-conjugated	Thermo Fisher Scientific	Cat# A11055; RRID: AB_2534102
Donkey anti-goat IgG, Alexa 647-conjugated	Thermo Fisher Scientific	Cat# A21447; RRID: AB_2535864
Donkey anti-Chicken IgY, Alexa 555-conjugated	Thermo Fisher Scientific	Cat# A78949; RRID: AB_2921071
Anti-Mouse IgG, HRP-Linked F(ab’)2 Fragment, Sheep	Cytiva	Cat# NA9310V; RRID: AB_772193
Anti-Rabbit IgG, HRP-Linked F(ab’)2 Fragment, Donkey	Cytiva	Cat# NA9340V; RRID: AB_772191
Anti-Rat IgG, HRP-Linked F(ab’)2 Fragment, Goat	Cosmobio	Cat# A103PT

**Chemicals, peptides, and recombinant proteins**		

RNeasy Plus Mini Kit	QIAGEN	Cat# 74134
KOD One	TOYOBO	Cat# KMM-101
4′,6-Diamidino-2-phenylindole dihydrochloride	Sigma-Aldrich	Cat# D9542
BrdU	Sigma-Aldrich	Cat# B5002
IdU	Tokyo Chemical Industry Co.,Ltd.	Cat# I0258
Sevenin-1	Enamine Ltd.	Cat# Z1084980652
UNC3230	TargetMol	Cat# T23498
17:0-20:4 PI	Avanti Polar Lipids	Cat# LM1502
17:0-20:4 PI4P	Avanti Polar Lipids	Cat# LM1901
17:0-20:4 PI(4,5)P_2_	Avanti Polar Lipids	Cat# LM1904
12:0-13:0 PI	Avanti Polar Lipids	Cat# LM1500
12:0-13:0 PS	Avanti Polar Lipids	Cat# LM1300
12:0-13:0 PC	Avanti Polar Lipids	Cat# LM1000
12:0-13:0 PE	Avanti Polar Lipids	Cat# LM1100
(Trimethylsilyl)diazomethane	Sigma-Aldrich	Cat# 362832
Acetic Acid for LC/MS	Fujifilm	Cat# 018-20061

**Deposited data**		

Bulk RNA-seq data	Gene Expression Omnibus (GEO) database	GSE288356 ID: 200288356
LC-MS/MS data	Metabolomics workbench	ID: ST003747
SFC-MS/MS data	Metabolomics workbench	ID: ST003748, ST003749
Arachidonic acid incorporation into phosphatidylinositol by LPLAT11/MBOAT7 ensures radial glial cell integrity in developing neocortex	BioRχiv	https://doi.org/10.1101/2024.04.30.588048

**Experimental models: Organisms/strains**		

Mouse: C57BL/6N	CLEA Japan	N/A
Mouse: *Mboat7* KO	This laboratory	N/A
Mouse: B6.B6CB-Sox1<tm1(cre)Take>	Riken	No. CDB0525K

**Oligonucleotides**		

Primers to amplify mClover3 for cloning into the pCAGGS vector forward: ATCCACCGGCCG GTCGCCACCATGGTGAGCAAGGGCGAGGA; reverse: CTTCTGCTCCTCGAGCTACTTGT ACAGCTCGTCCATGC	Eurofins Genomics	N/A
Primers to amplify E-cadherin for cloning into the pCAGGS vector forward: CCGGGTACCGAATT CGCCACCATGGGAGCCCGGTGCCGCAG reverse: CTTCTGCTCCTCGAGCTAGTCGT CCTCACCACCGCCGTAC	Eurofins Genomics	N/A

**Software and algorithms**		

Prism (version 8)	GraphPad Software	https://www.graphpad.com
Fiji/ImageJ	Fiji/ImageJ	https://imagej.net/software/fiji/
Analyst1.7.2	AB SCIEX	https://sciex.jp/products/software/analyst-software
MultiQuant 3.0.3	AB SCIEX	https://sciex.jp/products/software/multiquant-software

**Other**		

Confocal laser microscope	Leica	SP8
Cyostat	Leica	CM1950
Luminescent image analyzer	Cytiva	ImageQuant LAS4000
Western blot and chemiluminescence imaging system	VILBER	Fusion Solo S
Nitrogen gas generator	SYSTEM INSTRUMENTS Co.,Ltd.	Model 05BL
Sonicator	Branson	SFX 250
Microinjector	Eppendorf	Femtojet 4i
Elecroporator	Nepagene	NEPA21
Electrodes	Nepagene	CUY650-P3
Triple quadrupole linear ion trap mass spectrometer	AB SCIEX	QTRAP4500

### Experimental model and study participant details

#### Animals

Because patients with *MBOAT7* null mutations exhibit microcephaly, we used *Mboat7*-deficient mice, which also develop microcephaly, as a model in this study. *Mboat7* KO mice and floxed mice (*Mboat7*^*fl/fl*^) were generated previously.^4^^,^^9^ *Sox1-Cre* mice were provided by RIKEN (No. CDB0525K, https://large.riken.jp/distribution/mutant-list.html). To generate Sox1-KO mice (*Mboat7*^*fl/fl*^*; Sox1-Cre*), *Sox1-Cre* mice were first crossed with *Mboat7*^*fl/fl*^ mice, and *Mboat7*^*+/fl*^*; Sox1-Cre* offspring were then crossed with *Mboat7*^*fl/fl*^ mice. They were maintained in C57BL/6N. All mice were housed in climate-controlled (23 °C) pathogen-free facilities with a 12 h light-dark cycle, with free access to standard chow (CE2; CLEA Japan) and water. All animal experiments were performed in accordance with protocols approved by the Animal Committees of the University of Tokyo in accordance with the Standards Relating to the Care and Management of Experimental Animals in Japan (Approval number: PH3-5 (until 2024) and A2024P008 (since 2025)). For timed pregnancy, mice were mated at 7:00 p.m. and checked for vaginal plug at 10:00 a.m. next morning. The timing when detection of the vaginal plug was designated as E0.5. All embryos (E10.5-E18.5), pups (P5), and 3-week-old mice were collected regardless of gender because *Mboat7* KO mice exhibit microcephaly in both sexes and were randomly assigned to experimental groups.

### Method details

#### BrdU labeling

For BrdU labeling, E12.5 or E13.5 pregnant mice were given an intraperitoneal injection of 50 mg/kg BrdU. To investigate differentiation of RGCs into neurons or IPCs, BrdU injections were given 24 h before sacrifice. To label cells in the S/G2 phase, early G1 phase, and late G1 phase in *Mboat7* KO mice, mice were injected with BrdU 2 h, 8.5 h, and 17 h before harvesting, based on the cell cycle length.

#### Cell cycle length

For measuring S-phase length and total cell length, E12.5 or E13.5 pregnant mice were given an intraperitoneal injection of 50 mg/kg IdU, followed by an injection of BrdU 1.5 h later. Embryos were harvested 0.5 h after BrdU injection. Cell cycle lengths in RGCs and IPCs were calculated using the following paradigm^77^^,^^78^: Cells in the leaving fraction (*L*_*cells*_) were identified as those labeled with the IdU antibody (BD555627), which recognizes both IdU and BrdU, but not the BrdU antibody (Ab6326), which specifically recognizes BrdU. The population of cells labeled with BrdU is designated as *S*_*cells*_. The lengths of S-phase (Ts) and of the entire cell cycle (Tc) were calculated using the following formula:

$$T_{S}=S_{cells}/L_{cells}\times 1.5$$

$$T_{C}=P_{cells}/L_{cells}\times 1.5-2$$

where *P*_*cells*_ is the total number of RGCs (Sox2^+^) in the ventricular zone or of IPCs (Tbr2^+^) in the subventricular zone.

#### Immunohistochemistry

For immunofluorescence staining, embryonic brains were postfixed with ice-cold 4% (wt/vol) paraformaldehyde (PFA) at 4 °C for 2–3 h. Postnatal brains were post-fixed overnight at 4 °C. The brains were then equilibrated with 15% (w/v) sucrose in PBS at 4 °C overnight, followed by 30% (w/v) sucrose in PBS at 4 °C overnight, and finally frozen in OCT (Tissue TEK). Coronal sections (14 μm thick) were permeabilized with TBST buffer (25 mM Tris-HCl, pH 7.5, 140 mM NaCl, 0.1% Triton X-100) for 30 min, blocked with 3% BSA-TBST for 1 h at room temperature, and incubated overnight at 4 °C with primary antibodies in blocking buffer. For staining with the antibodies to Cux1, Ctip2, Tbr1, Tbr2, Sox2 (sc-365964, sc-17320), p-H3, PCNA, IdU, BrdU, and Aurora B, we performed antigen retrieval by autoclave treatment of sections with 10 mM citrate buffer (pH 6.0) for 10 min at 105 °C. For staining with the antibody to PI(4,5)P_2_, TBS containing 0.01% saponin was used for permeabilization, and 3% BSA-TBS containing 0.01% saponin was used for blocking. Sections were incubated with Alexa-Fluor-labeled secondary antibodies and DAPI in a blocking buffer for 2 h at room temperature. Fluorescence images were obtained with a laser confocal microscope (Leica TCS-SP5 and SP8). Alexa-Fluor-labeled secondary antibodies and DAPI were obtained from Sigma-Aldrich.

#### Measuring the length of the Golgi apparatus

To measure the length of the Golgi apparatus of the cortices, frozen sections were stained for GM130, and all GM130^+^ Golgi apparatus in the ventricular zone within 50-μm-wide bins were measured manually using ImageJ. For each embryo, the average length of all measured Golgi apparatus was calculated and analyzed as an independent data point.

#### *Ex vivo* culture of cortical hemispheres

*Ex vivo* culture of cortical hemispheres was performed as described previously^46^ with some modifications. Briefly, the brains of embryos were dissected, and two cerebral cortical hemispheres were separated in individual 35 mm dishes containing Dulbecco’s Modified Eagle Medium (DMEM) with 1% penicillin/streptomycin/glutamine. The separated hemispheres were then transferred to a new 35 mm dish containing culture medium (Opti-MEM I with 20 mM glucose, 55 μM 2-mercaptoethanol, and 1% penicillin/streptomycin/glutamine) using a P1000 Pipetman with a cut pipette tip and kept on ice until all dissections were completed. The hemispheres were subsequently transferred to individual wells of a 12-well plate containing 2 mL of culture medium. The plates were then placed on a nutator inside a 5% CO_2_ incubator at 37 °C for 24 h.

For LPLAT11 inhibitor treatment, N-[2-(2-bicyclo[2.2.1]heptanyl)ethyl]-4-[2-(methylsulfamoyl)phenyl]piperazine-1-carboxamide (Sevenin-1; Enamine Company),^14^ dissolved in DMSO, was added to the culture medium at a final concentration of 10 μM, which did not exhibit any apparent toxicity, whereas 50 μM caused marked toxicity, such as collapse of hemispheres. For PIPKIγ inhibitor treatment, UNC3230 (TargetMol Chemicals Inc.) dissolved in DMSO was added to the culture medium at a final concentration of 1 μM, which reduced the level of PI(4,5)P_2_ without any apparent toxicity among the tested concentrations (0.25, 0.5, and 1 μM).

#### Inhibitor injection into lateral ventricle

For PIPKIγ inhibition, UNC3230 was diluted to 4 μM in PBS, mixed with the same amount of CFSE containing fastgreen, and injected into the lateral ventricle of each littermate at E12.5. PBS containing 0.1% DMSO was used as a control. The uterine horn was placed back into the abdominal cavity to allow embryos to continue development. The next day, the embryos were collected for immunohistochemical analysis of the brain.

#### *In utero* electroporation

Introduction of plasmid DNA into the neuroepithelial cells of mouse embryo *in utero* was performed as described.^79^ At E12.5, 1–2 μL of a plasmid mixture containing pCAGGS-mClover3 (1 μg/μL) and either pCAGGS-empty vector (2 μg/μL) or pCAGGS-mouse E-cadherin (2 μg/μL) was injected into the lateral ventricle of each littermate. Electrodes were placed flanking the equivalent ventricular region of each embryo, covered with a drop of PBS, and pulsed 4 times at 30 V for 30 ms, separated by intervals of 970 ms with an electroporator (NEPA21; NEPA Gene). The uterine horn was placed back into the abdominal cavity to allow the embryo to continue development. The next day, the embryos were collected for immunohistochemical analysis of the brain.

#### Western blotting

Cortices from E12.5 to E18.5 were isolated in ice-cold PBS including 8 mM NaF, 12 mM beta-glycerophosphate, 1 mM Na_3_VO_4_, 1.2 mM Na_2_MoO_4_, 5 μM Cantharidin, and 2 mM Imidazole and collected in lysis buffer (62.5 mM Tris-HCl pH 6.8, 10% Glycerol, 1% SDS) and sonicated. The lysate was incubated at room temperature for 30 min and then centrifuged at 15,000 g for 30 min at room temperature, and the supernatants were collected. The protein concentration was determined by the BCA assay (Pierce). Proteins were separated by SDS-PAGE and transferred to PVDF membranes (Millipore). The membranes were blocked with 5% skimmed milk in TTBS buffer (10 mM Tris-HCl, pH 7.4, 150 mM NaCl, 0.05% Tween 20) for 1 h at room temperature and then incubated with primary antibodies overnight at 4°C. On the next day, the membranes were incubated with horseradish peroxidase-conjugated anti-mouse, anti-rabbit, or anti-rat antibody. Proteins were detected by enhanced chemiluminescence (ECL western blotting detection system, Cytiva) using the ImageQuant LAS 4000 system (Cytiva) and Fusion Solo S (VILBER).

#### Lipid extraction

Lipid extractions were conducted by the method of Bligh and Dyer.^80^ The extracted solutions were dried up with a centrifugal evaporator, dissolved in chloroform/methanol (2/1, v/v), and stored at −20°C. The phospholipid content of samples was determined by phosphorus assay. Samples were dried up under a stream of nitrogen at room temperature and dissolved in a 1:1 mixture of isopropanol and methanol containing 0.25 μM internal standards (12:0/13:0 PC, PE, PS, PI) was added to achieve a final concentration of 300 μM phospholipids.

For preparation of SFC-MS samples, cortices from E11.5 to E13.5 were isolated in ice-cold DMEM, washed with ice-cold 1 M HCl, and immediately transferred into 2 mL safe-lock poly-propylene tubes containing 750 μL of ice-cold quench mix, followed by sonication. Then, 170 μL of H_2_O was added, and the samples were stored at −80°C prior to lipid extraction. Lipid extraction was performed according to the procedures by Clark et al*.*^81^ The single-phase sample consisting of 170 μL of an aqueous sample, 10 ng of internal standards [17:0/20:4 PI, 17:0/20:4 PI4P, and 17:0/20:4 PI(4,5)P_2_], and 750 μL of quench mix, was mixed with 725 μL of CHCl_3_ and 170 μL of 2 M HCl. The mixture was then vortexed and centrifuged (1,500 g, 5 min at room temperature). The lower organic phase was collected into a new 2 mL safe-lock poly-propylene tube, mixed with 708 μL of pre-derivatization wash solution, vortex-mixed, and centrifuged (1,500 g, 3 min at room temperature). The lower phase was collected into another fresh tube and subjected to derivatization.

#### Derivatization of extracted lipids

Derivatization of lipids was performed in a fume hood with appropriate personal safety equipment, following the procedures described by Clark et al*.*^81^ Fifty μL trimethylsilyl diazomethane in hexane (2 M solution; Sigma-Aldrich) was added to the lipid extracts (∼1 mL), and the reaction was allowed to stand for 10 min at room temperature. The reaction was quenched with 6 μL of acetic acid (LC-MS grade; Fujifilm). Subsequently, 700 μL post-derivatization wash solution was added, and the mixture was centrifuged (1,500 g, 3 min). The lower phase was collected and rewashed with a 700 μL post-derivatization wash solution. The samples were temporarily stored at −80°C. Ninety μL of methanol and 10 μL of H_2_O were added to the final collected lower phase. The samples were then dried up using a centrifugal evaporator. After dissolving in 80 μL of methanol, the samples were sonicated for 1 min, followed by the addition of 20 μL of H_2_O. Following centrifugation at 15,000 g for 30 min at 4 °C, the supernatants were collected. To avoid degradation, the samples were stored at −80°C until use.

#### LC-MS analysis of phospholipids

LC/ESI-MS–based lipidomic analyses were performed on a Shimadzu Nexera UPLC system (Shimadzu) coupled with a QTRAP 4500 hybrid triple quadrupole linear ion trap mass spectrometer (SCIEX). Chromatographic separation was performed on a SeQuant ZIC-HILIC PEEK coated column (250 mm × 2.1 mm, 1.8 μm; Millipore) maintained at 50 °C using mobile phase A (water/acetonitrile (95/5, v/v) containing 10 mM ammonium acetate) and mobile phase B (water/acetonitrile (50/50, v/v) containing 20 mM ammonium acetate) in a gradient program (0–22 min: 0% B→40% B; 22–25 min: 40% B→40% B; 25–30 min: 0% B) with a flow rate of 0.3 mL/min. The specific detection of phospholipid species was performed using MRM, as described in Table S2. Analyst (SCIEX) was used for data acquisition and processing. MultiQuant (SCIEX) was used for data evaluation. Gaussian smoothing width was 2.0 points. The peak area of the lipid species was divided by the corresponding internal standard area, and the total amount of phospholipids per cortex or hemisphere was calculated from the ratio of injection volume to total sample volume.

#### SFC-MS analysis of PIPs

For the detection of PIPs, SFC-MS/MS-based lipidomic analyses were performed on a Shimadzu Nexera UC/s system (Shimadzu) coupled with a QTRAP 4500 hybrid triple quadrupole linear ion trap mass spectrometer (SCIEX). Lipids extracted were injected by an autosampler; typically, 10 μL of the sample was applied. Chromatographic separation was performed on an ULTRON AF-HILIC-CD (250 mm × 2.1 mm, 5.0 μm; Shinwa Chemical Industries) maintained at 10 °C using immersion cooler *Neo* cool drip BE201F (Yamato Scientific) with mobile phase A [supercritical carbon dioxide (SCCO_2_)] and mobile phase B [water/methanol (2.5/97.5, v/v) containing 0.1% (v/v) formic acid] in a gradient program (0–16 min: 5% B→20% B; 16.01–18 min: 40% B; 18.01–22 min: 5% B) with a flow rate of 1.5 mL/min. The instrument parameters of QTRAP4500 for positive ion mode were as follows: curtain gas, 10 psi; ionspray voltage, 4500 V; temperature, 500 °C; CAD, 7 (arbitrary unit); ion source gas 1, 30 psi; ion source gas 2, 70 psi. The specific detection of PI and PIP species was performed using MRM, as described in Table S3. Analyst (SCIEX) was used for data acquisition and processing. MultiQuant (SCIEX) was used for data evaluation. Gaussian smoothing width was 2.0 points. Retention time of PI4P and PI(4,5)P_2_ is confirmed by measuring internal standards [17:0/20:4 PI3P, PI4P, PI5P, PI(3,4)P_2_, PI(3,5)P_2_, and PI(4,5)P_2_] before measuring samples. Peak areas of PI4P and PI(4,5)P_2_ were integrated from the ion chromatogram of PIP and of PIP_2_, respectively, based on retention time,^45^ and isotopic correction was applied. The peak area of the lipid species was divided by the corresponding internal standard area, and the total amount of PIPs per cortex or hemisphere was calculated from the ratio of injection volume to total sample volume.

#### MS imaging of PI and PIPs

E13.5 brains were embedded in 2% carboxymethylcellulose and frozen in liquid nitrogen. The brain sections (10 μm thick) were washed by submerging in 50 mM of ammonium formate for 5 s. MALDI matrix *p*-NA was applied to sections as previously described.^82^ Briefly, *p*-NA was dissolved in 80% EtOH containing 150 mM ammonium formate. The section was sprayed with a SunCollect automated sprayer at an air pressure of 0.3 MPa and a 15 μL/min flow rate. First, the brain sections were sprayed with 10 layers of 1 mg/mL *p*-NA, and then 25 layers of 10 mg/mL *p*-NA. MALDI-MSI analyses were performed using Fourier transform orbital trapping MS (QExactive, Thermo Fisher Scientific, San Jose, CA) connected to a MALDI laser system (AP-SMALDI5, TransMIT, Giessen, Germany) in full-scan mode at a mass resolution of 140,000. The laser was manually focused. The laser power was set at a 27° attenuator setting to yield optimal results. Ion images were reconstructed using IMAGEREVEAL MS (Shimadzu, Kyoto, Japan). For data presentation, the m/z signals corresponding to PI and PIPs molecular species were extracted and normalized to the total ion current (TIC).

#### RNA-seq

E11.5 and E12.5 cortices were dissected in ice-cold DMEM, and total RNA was isolated with RNeasy Mini Kit (Qiagen) and RNase-Free DNase Set (79254, Qiagen) following the manufacturer’s instructions. Sequencing of E11.5 cortex was performed at Rhelixa, Inc., Japan, using the Illumina NovaSeq 6000 platform. Sequencing of E12.5 cortex was performed at KOTAI Biotechnologies, Inc., Japan, using the Illumina NovaSeq X Plus platform. 

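The stages were therefore compared here only through the difference between genotypes within each stage. On the 15001 genes listed in both tables that passed the filter, a fit over all 8 cortices with stage as a term gave no gene with an FDR under 0.05 for the genotype (edgeR's quasi-likelihood test), and 1855 genes, 12.4%, with an unadjusted p under 0.05. The smallest adjusted p was 0.246, for Gm5127. In that test stage and sequencing provider are one term. For the interaction of stage and genotype, no gene had an FDR under 0.05, 818 genes had an unadjusted p under 0.05, and the smallest adjusted p was 0.209, for Peg3. In counts simulated from all 8 cortices, 172 of 200 changed genes met an FDR under 0.05 in the first of these fits. These counts also lack the variation of the dispersion between genes and are easier to test than real counts.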

Because the data for E11.5 and E12.5 cortices were obtained from different providers and platforms, direct comparison between these stages would require batch effect correction to account for potential technical differences.

### Quantification and statistical analysis

Statistical analyses were performed using GraphPad Prism 8 software. The sample size was indicated in the figure legends. Data were presented as means ± SEM. F-test, followed by the unpaired two-tailed Student’s *t* test or Welch’s *t* test, was applied to determine significant differences between the two samples. For comparison of more than two groups, data were compared using one-way ANOVA followed by Tukey’s test. Differences were considered significant for *p*-values <0.05 (∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.001). Blinding was performed by analyzing the samples without knowing the genotypes.

### Additional resources

A preprint version of this manuscript was previously posted on bioRχiv (https://www.biorxiv.org/content/10.1101/2024.04.30.588048v1).

# Supplementary material for: LPLAT11/MBOAT7-driven phosphatidylinositol remodeling ensures radial glial cell integrity in developing neocortex
**Source:** iScience. 2025 Nov 27;29(1):114248. doi: 10.1016/j.isci.2025.114248

**Supplemental information**

**LPLAT11/MBOAT7-driven phosphatidylinositol  
remodeling ensures radial glial cell  
integrity in developing neocortex**

**Yuki Ishino, Yusuke Kishi, Taiga Iwama, Naohiro Kuwayama, Hiroyuki Arai, Yukiko Gotoh, Junken Aoki, and Nozomu Kono**

## Supplemental Figures

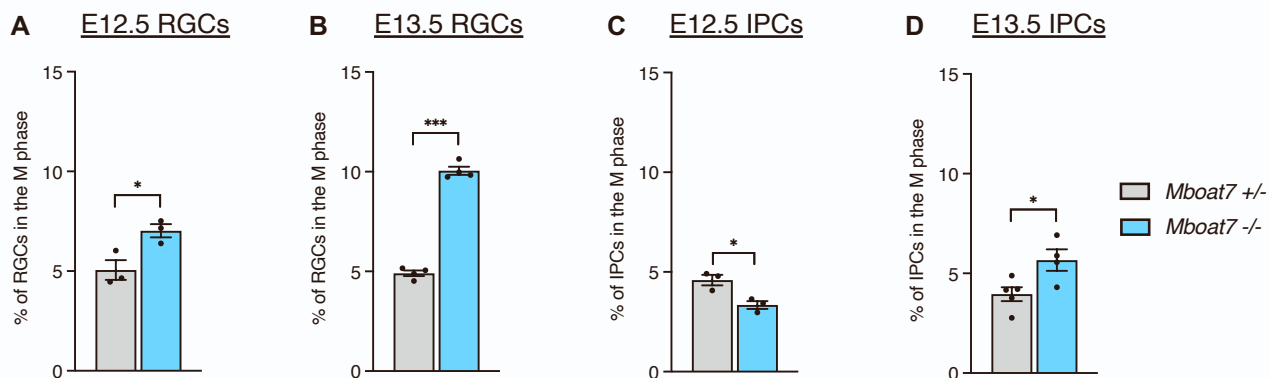

**Figure S1. M-phase duration is prolonged in E12.5 and E13.5 *Mboat7* KO RGCs, related to Figure 3.**

(A,B) Population of RGCs in the M phase in *Mboat7*<sup>+/-</sup> and *Mboat7*<sup>-/-</sup> mice at E12.5 (A) and E13.5 (B) (n=3 embryos (A) and n=4 embryos (B) from two independent litters for each genotype). (C,D) Population of IPCs in the M phase in *Mboat7*<sup>+/-</sup> and *Mboat7*<sup>-/-</sup> mice at E12.5 (C) and E13.5 (D) (n=3 embryos (E12.5), n=5 embryos (E13.5 *Mboat7*<sup>+/-</sup>), and n=4 embryos (E13.5 *Mboat7*<sup>-/-</sup>) from two independent litters). Data are shown as mean  $\pm$  SEM; \**p* < 0.05, \*\*\**p* < 0.001; unpaired two-tailed Student's *t*-test.

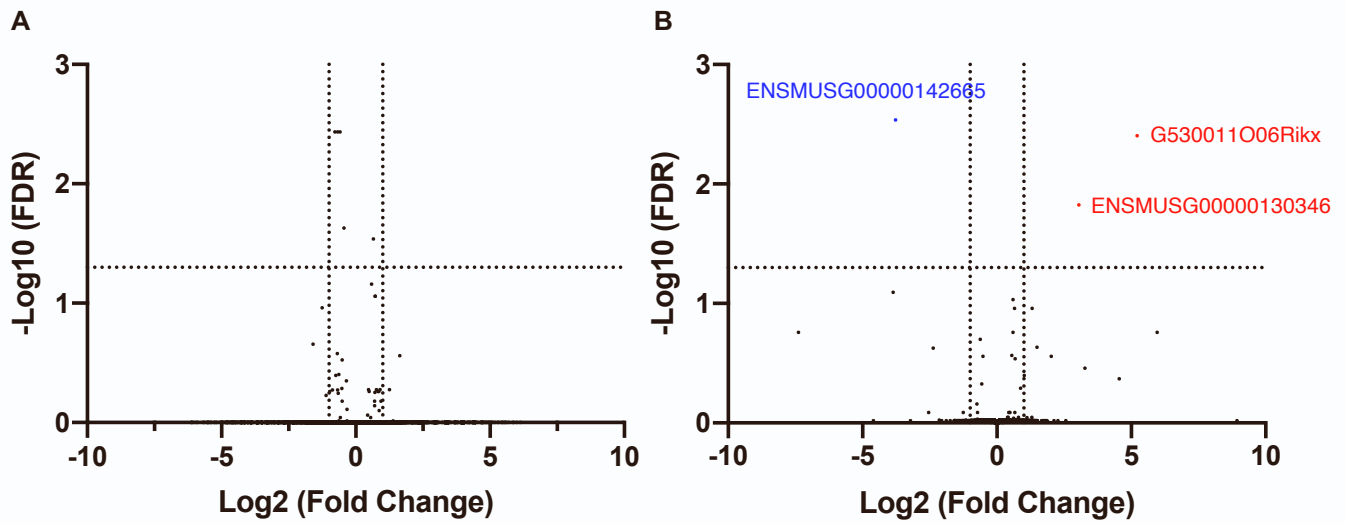

**Figure S2. RNA-seq analysis of E11.5 and E12.5 cortices, related to Figure 6.**

Volcano plot depicting the results of the RNA-seq analysis of E11.5 (A) and E12.5 cortices (B) (n=2 embryos for each genotype). Dotted lines show  $\text{log}_2$  fold change (*Mboat7*<sup>-/-</sup>/*Mboat7*<sup>+/-</sup>) -1, 1, respectively. Red dots and blue dot show statistically significantly upregulated and downregulated genes ( $|\text{log}_2 \text{FC}| \geq 1$  and  $\text{FDR} < 0.05$ ) in *Mboat7*<sup>-/-</sup> mice, respectively.

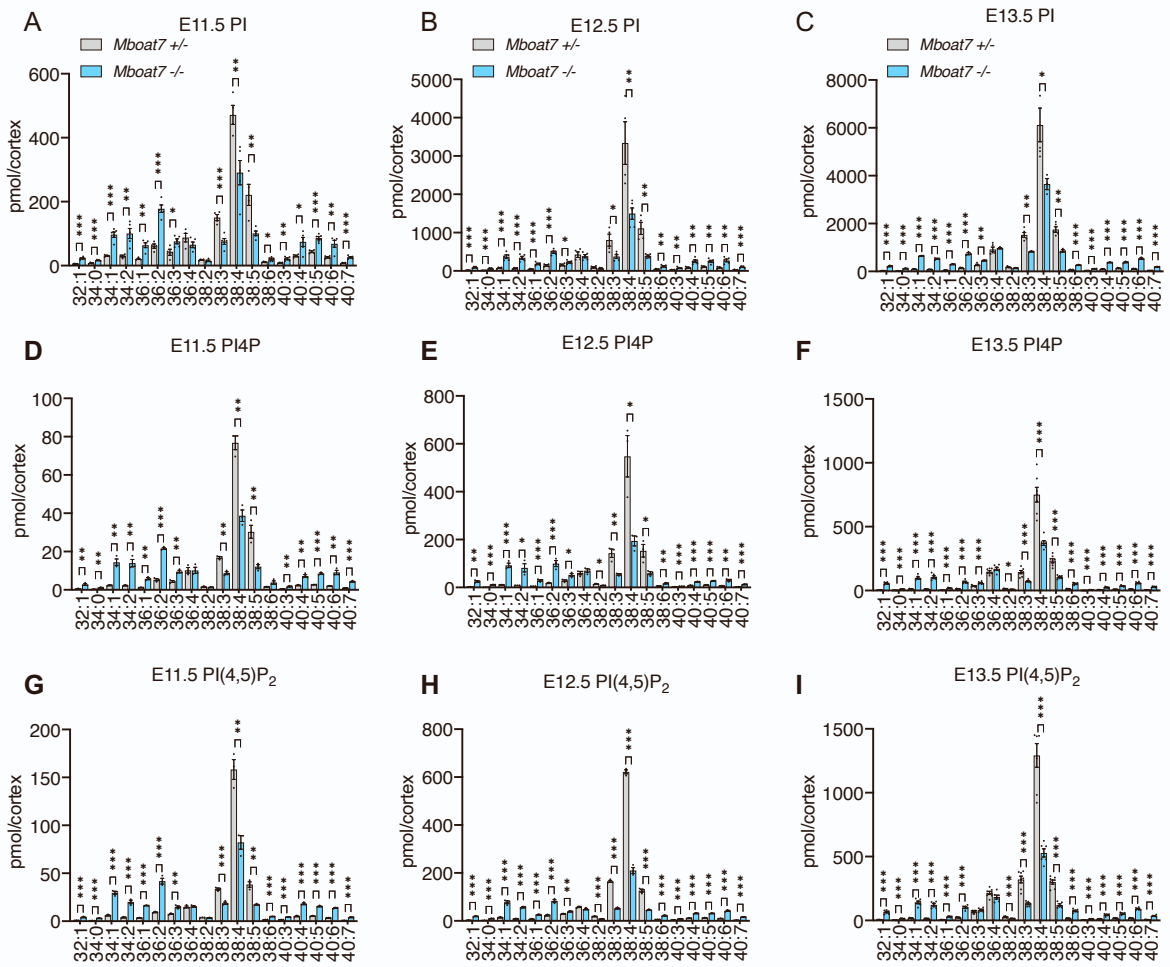

**Figure S3. Molecular species of PI, PI4P, and PI(4,5)P<sub>2</sub> in the cortices of E11.5-E13.5 of *Mboat7* KO mice, related to Figure 7.**

(A-C) LC-MS/MS analysis of PI at E11.5 (A), E12.5 (B), and E13.5 (C) cortices of *Mboat7*<sup>+/+</sup> and *Mboat7*<sup>-/-</sup> mice ((A,B) *n*=4 embryos (*Mboat7*<sup>+/+</sup>) and *n*=5 embryos (*Mboat7*<sup>-/-</sup>) from two independent litters for each genotype, (C) *n*=5 embryos (*Mboat7*<sup>+/+</sup>) and *n*=3 embryos (*Mboat7*<sup>-/-</sup>) from two independent litters). Peak areas are normalized by the area of the internal standard (25:0 PI). (D-F) SFC-MS/MS analysis of PI4P molecular species at E11.5 (D), E12.5 (E), and E13.5 (F) cortices of *Mboat7*<sup>+/+</sup> and *Mboat7*<sup>-/-</sup> mice ((D,E) *n*=3 embryos from two independent litters for each genotype, (F) *n*=7 embryos (*Mboat7*<sup>+/+</sup>) and *n*=6 embryos (*Mboat7*<sup>-/-</sup>) from two independent litters). Peak areas are normalized by the area of the internal standard (37:4 PI4P). (G-I) SFC-MS/MS analysis of PI(4,5)P<sub>2</sub> molecular species at E11.5 (G), E12.5 (H), and E13.5 (I) cortices of *Mboat7*<sup>+/+</sup> and *Mboat7*<sup>-/-</sup> mice ((G,H) *n*=3 embryos from two independent litters for each genotype, (I) *n*=7 embryos (*Mboat7*<sup>+/+</sup>) and *n*=6 embryos (*Mboat7*<sup>-/-</sup>) from two independent litters). Peak areas are normalized by the area of the internal standard (37:4 PI(4,5)P<sub>2</sub>). Data are shown as mean ± SEM; \**p* < 0.05, \*\**p* < 0.01, \*\*\**p* < 0.001; multiple *t*-tests.

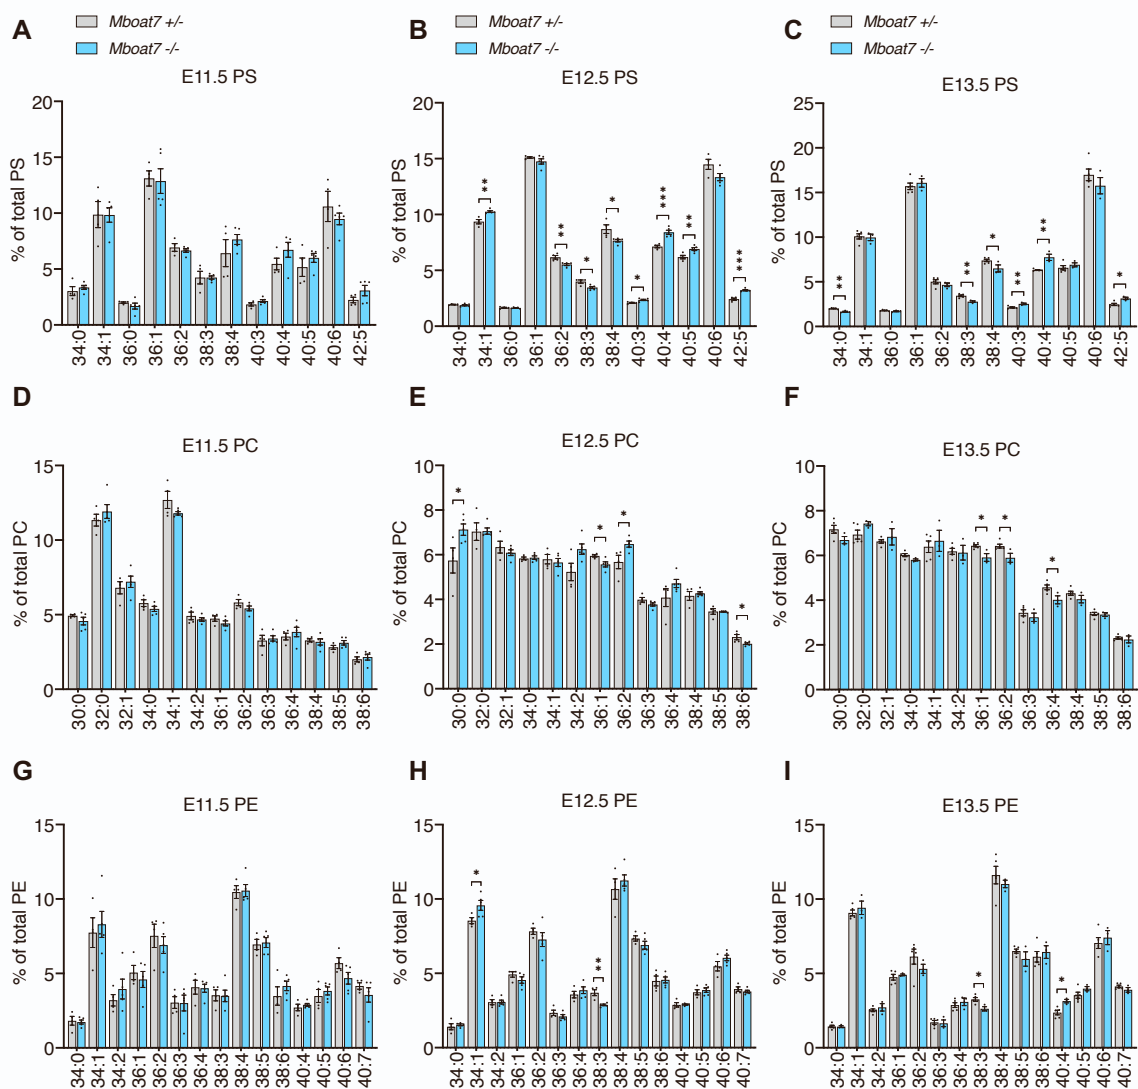

**Figure S4. LC-MS/MS analysis of phospholipid species in the cortices of E11.5-E13.5 *Mboat7* KO mice, related to Figure 7.**

(A-C) LC-MS/MS analysis of PS at E11.5 (A), E12.5 (B), and E13.5 (C) cortices of *Mboat7*<sup>+/−</sup> and *Mboat7*<sup>−/−</sup> mice ((A,B) n=4 embryos (*Mboat7*<sup>+/−</sup>) and n=5 embryos (*Mboat7*<sup>−/−</sup>) from two independent litters, (C) n=5 embryos (*Mboat7*<sup>+/−</sup>) and n=3 embryos (*Mboat7*<sup>−/−</sup>) from two independent litters). Peak areas are normalized by the area of the internal standard (25:0 PS). (D-F) LC-MS/MS analysis of PC at E11.5 (D), E12.5 (E) and E13.5 (F) cortices of *Mboat7*<sup>+/−</sup> and *Mboat7*<sup>−/−</sup> mice ((D,E) n=4 embryos (*Mboat7*<sup>+/−</sup>) and n=5 embryos (*Mboat7*<sup>−/−</sup>) from two independent litters, (F) n=5 embryos (*Mboat7*<sup>+/−</sup>) and n=3 embryos (*Mboat7*<sup>−/−</sup>) from two independent litters). Peak areas are normalized by the area of the internal standard (25:0 PC). (G-I) LC-MS/MS analysis of PE at E11.5 (G), E12.5 (H), and E13.5 (I) cortices of *Mboat7*<sup>+/−</sup> and *Mboat7*<sup>−/−</sup> mice ((G,H) n=4 embryos (*Mboat7*<sup>+/−</sup>) and n=5 embryos (*Mboat7*<sup>−/−</sup>) from two independent litters, (I) n=5 embryos (*Mboat7*<sup>+/−</sup>) and n=3 embryos (*Mboat7*<sup>−/−</sup>) from two independent litters). Peak areas are normalized by the area of the internal standard (25:0 PE). Data are shown as mean ± SEM; \**p* < 0.05, \*\**p* < 0.01, \*\*\**p* < 0.001; multiple *t*-tests.

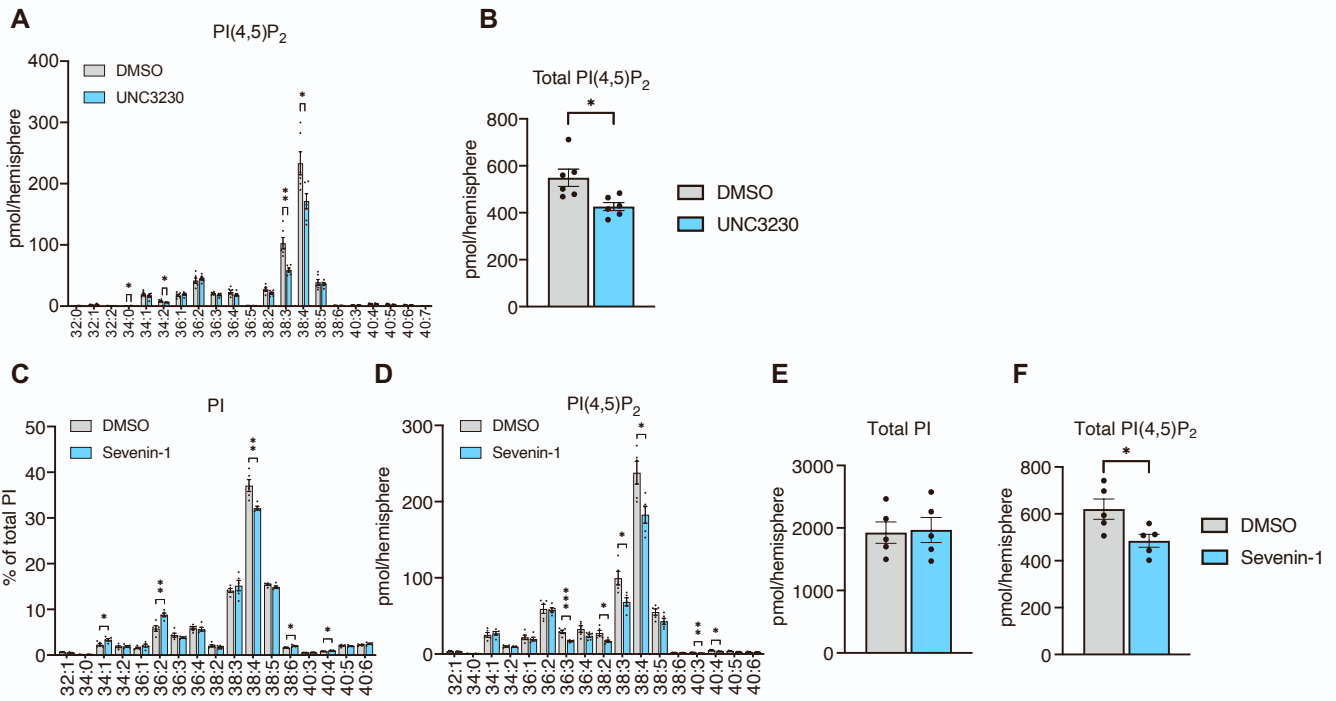

**Figure S5. Molecular species and total amounts of PI and PI(4,5)P<sub>2</sub> in cultured E12.5 cortical hemispheres treated with UNC3230 or Sevenin-1, related to Figure 7.**

(A,B) Molecular species (A) and total amount (B) of PI(4,5)P<sub>2</sub> in cultured E12.5 hemispheres treated with 1  $\mu$ M PIPK1 $\gamma$  inhibitor (UNC3230) (n=6 hemispheres for each group from two independent litters and two independent experiments). Peak areas are normalized by the area of the internal standard (37:4 PI(4,5)P<sub>2</sub>). (C,D) Molecular species of PI (C) and PI(4,5)P<sub>2</sub> (D) in E12.5 hemispheres from wild-type mice cultured in medium with DMSO or 10  $\mu$ M LPLAT11 inhibitor (Sevenin-1) (n=5 hemispheres for each group from two independent litters and two independent experiments). Peak areas are normalized by the area of the internal standard (37:4 PI or 37:4 PI(4,5)P<sub>2</sub>). (E,F). Total amounts of PI (E) and PI(4,5)P<sub>2</sub> (F) in (C,D) are shown. Data are shown as mean  $\pm$  SEM; \* $p$  < 0.05, \*\* $p$  < 0.01, \*\*\* $p$  < 0.001; unpaired two-tailed Student's  $t$ -test (B,F) and multiple  $t$ -tests (A,C,D).

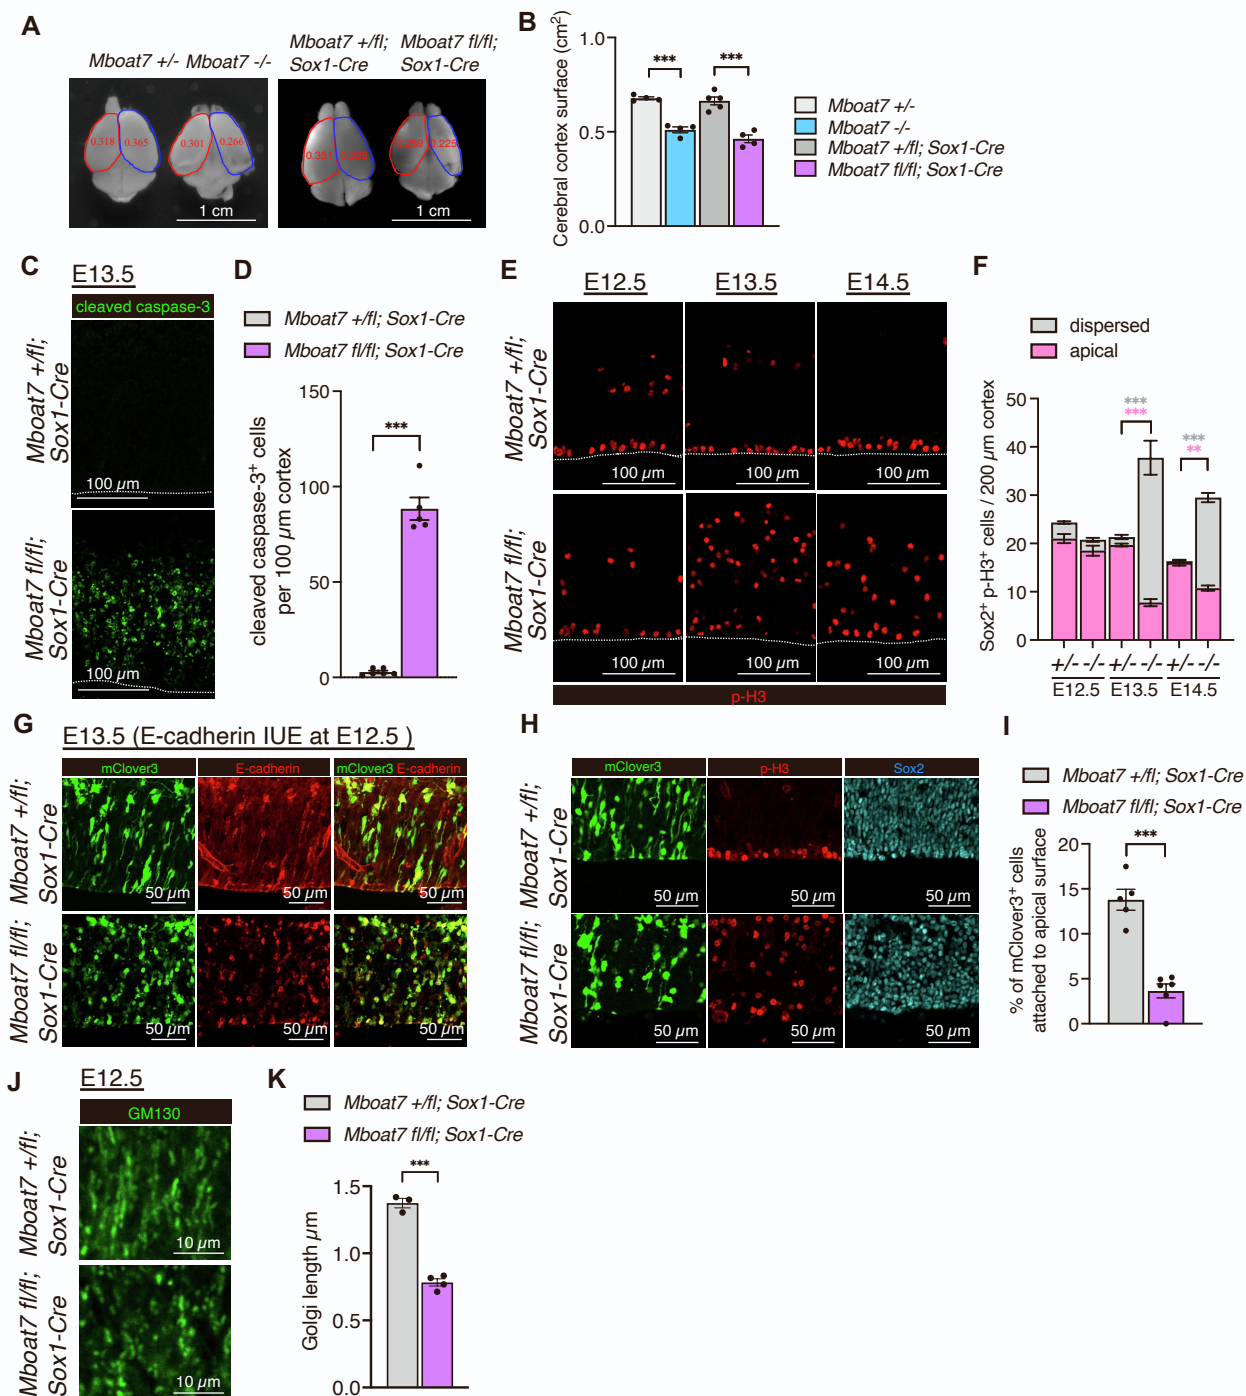

**Figure S6. Neural-specific *Mboat7* KO mice phenocopy global KO mice, related to Figure 7.**

(A) Global *Mboat7*<sup>+/-</sup> and *Mboat7*<sup>-/-</sup> mice (left), and neural-specific *Mboat7*<sup>+/-</sup> (*Mboat7*<sup>fl/fl</sup>; *Sox1-Cre*) and *Mboat7*<sup>-/-</sup> mice (*Mboat7*<sup>fl/fl</sup>; *Sox1-Cre*) (right) were sacrificed at 3-week-old. Red and blue lines show the outline of left and right cortices. Areas of cortices (cm<sup>2</sup>) are shown in red figures. (B) Total areas of right and left cortices (n=4 mice (*Mboat7*<sup>+/-</sup> and *Mboat7*<sup>-/-</sup>), n=5 mice (*Mboat7*<sup>fl/fl</sup>; *Sox1-Cre*), and n=4 mice (*Mboat7*<sup>fl/fl</sup>; *Sox1-Cre*) from two independent litters). (C) Immunostaining for cleaved caspase-3 in E13.5 cortices of *Mboat7*<sup>fl/fl</sup>; *Sox1-Cre* and *Mboat7*<sup>fl/fl</sup>; *Sox1-Cre*. (D) Quantitative analysis of cells positive for cleaved caspase-3 per area within 100  $\mu$ m-wide-bins (n=6 embryos (*Mboat7*<sup>fl/fl</sup>; *Sox1-Cre*) and n=5 embryos (*Mboat7*<sup>fl/fl</sup>; *Sox1-Cre*) from two independent litters). (E) Immunostaining for p-H3 in E12.5-E14.5 cortices of *Mboat7*<sup>fl/fl</sup>; *Sox1-Cre* and *Mboat7*<sup>fl/fl</sup>; *Sox1-Cre* mice. (F) Quantitative analysis of RGCs positive for p-H3 (apical and dispersed) per area within 200  $\mu$ m-wide-bins (E12.5; n=3 embryos (*Mboat7*<sup>fl/fl</sup>; *Sox1-Cre*) and n=4 embryos (*Mboat7*<sup>fl/fl</sup>; *Sox1-Cre*), E13.5; n=6 embryos (*Mboat7*<sup>fl/fl</sup>; *Sox1-Cre*) and n=4 embryos (*Mboat7*<sup>fl/fl</sup>; *Sox1-Cre*), E14.5; n=4 embryos (*Mboat7*<sup>fl/fl</sup>; *Sox1-Cre*) and n=4 embryos (*Mboat7*<sup>fl/fl</sup>; *Sox1-Cre*) from two independent litters). Dotted lines show the apical surface of the cortex. (G,H) pCAGGS-mClover3 and pCAGGS-E-cadherin vectors were introduced into RGCs of *Mboat7*<sup>fl/fl</sup>; *Sox1-Cre* and *Mboat7*<sup>fl/fl</sup>; *Sox1-Cre* mice by *in utero* electroporation at E12.5. The E13.5 cortices were immunostained for E-cadherin (G, red), p-H3 (H, red), and Sox2 (H, cyan). (I) Percentage of mClover3<sup>+</sup> cells attached to apical surface in the ventricular zone within 200- $\mu$ m-bins (n=5 embryos (*Mboat7*<sup>fl/fl</sup>; *Sox1-Cre*) and n=6 embryos (*Mboat7*<sup>fl/fl</sup>; *Sox1-Cre*) from two independent litters). (J) Immunostaining for GM130 in E12.5 cortices of *Mboat7*<sup>fl/fl</sup>; *Sox1-Cre* and *Mboat7*<sup>fl/fl</sup>; *Sox1-Cre* mice. (K) Measurement of the length of the average GM130<sup>+</sup> Golgi apparatus in the ventricular zone within 50- $\mu$ m-bins (n=3 embryos (*Mboat7*<sup>fl/fl</sup>; *Sox1-Cre*) and n=4 embryos (*Mboat7*<sup>fl/fl</sup>; *Sox1-Cre*) from two independent litters). Data are shown as mean  $\pm$  SEM; \**p* < 0.05, \*\**p* < 0.01, \*\*\**p* < 0.001; unpaired two-tailed Student's *t*-test (D,I), unpaired two-tailed Welch's *t*-test (K), and multiple *t*-tests (B,F). The color of the asterisks corresponds to the color of the respective groups in the graph. Scale bars, 1 cm in (A); 100  $\mu$ m in (C,E); 50 $\mu$ m in (G,H); 10  $\mu$ m in (J).

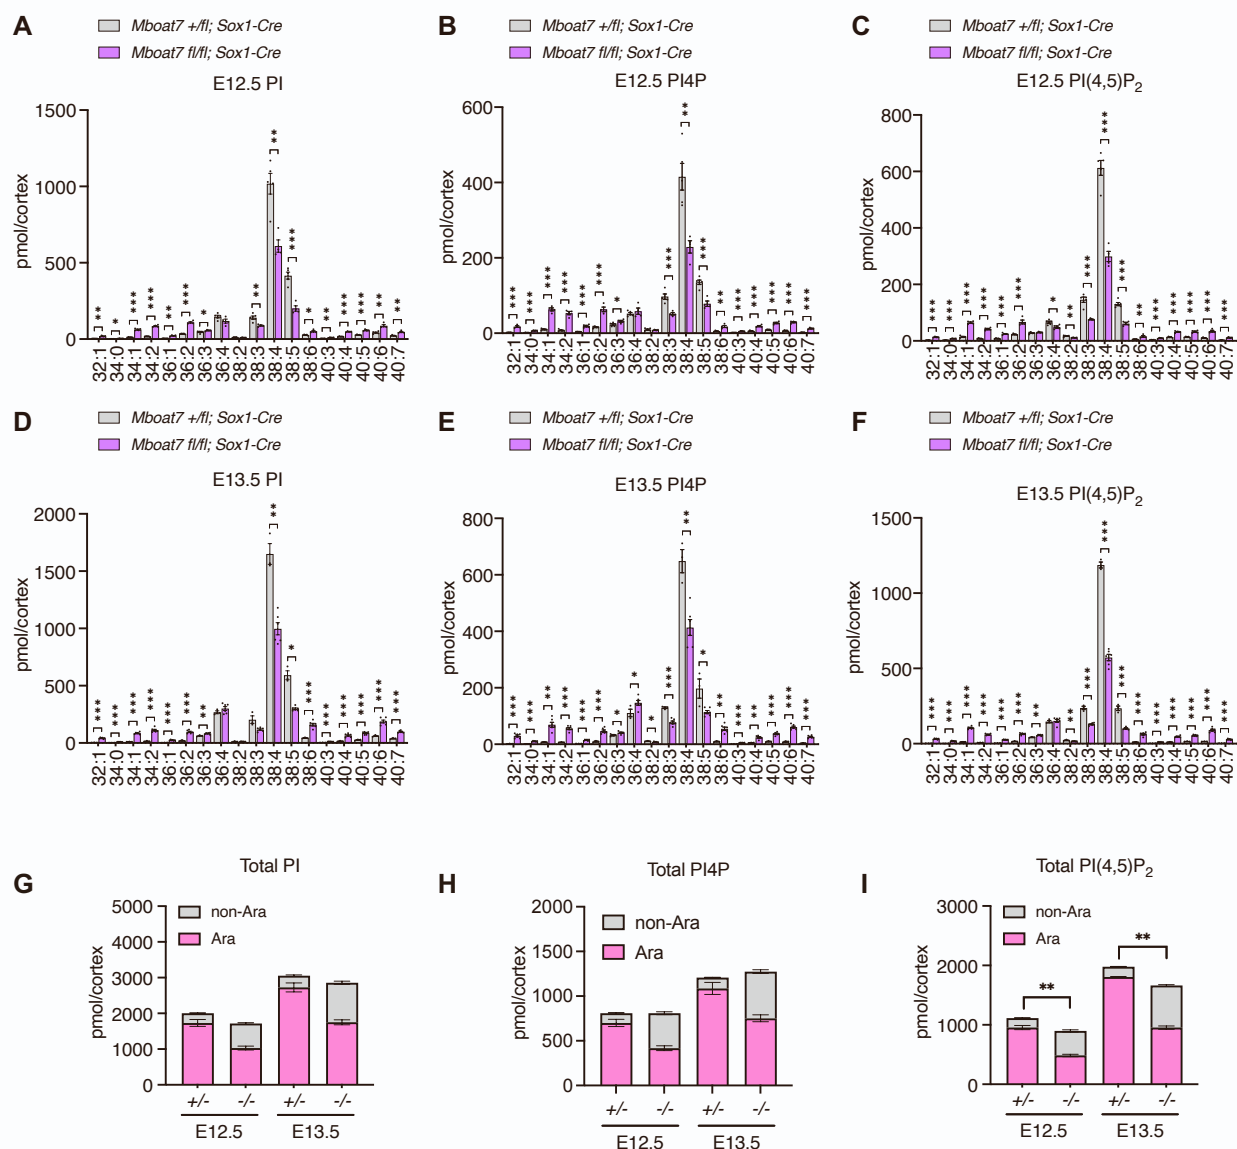

**Figure S7. Molecular species and total amounts of PI, PI4P, and PI(4,5)P<sub>2</sub> in the cortices of neural-specific *Mboat7* KO mice at E12.5 and E13.5, related to Figure 7.**

(A-C) SFC-MS/MS analysis of PI (A), PI4P (B), and PI(4,5)P<sub>2</sub> (C) molecular species in E12.5 cortices of *Mboat7*<sup>+/fl</sup>; *Sox1-Cre* and *Mboat7*<sup>fl/fl</sup>; *Sox1-Cre* mice (n=5 embryos (*Mboat7*<sup>+/fl</sup>; *Sox1-Cre*) and n=4 embryos (*Mboat7*<sup>fl/fl</sup>; *Sox1-Cre*) from two independent litters). (D-F) SFC-MS/MS analysis of PI (D), PI4P (E), and PI(4,5)P<sub>2</sub> (F) molecular species in E13.5 cortices of *Mboat7*<sup>+/fl</sup>; *Sox1-Cre* and *Mboat7*<sup>fl/fl</sup>; *Sox1-Cre* mice (n=3 embryos (*Mboat7*<sup>+/fl</sup>; *Sox1-Cre*) and n=6 embryos (*Mboat7*<sup>fl/fl</sup>; *Sox1-Cre*) from two independent litters). Peak areas were normalized by the area of the internal standard (37:4 PI, PI4P, or 37:4 PI(4,5)P<sub>2</sub>). (G-I) Quantification of total amounts of PI (G), PI4P (H), and PI(4,5)P<sub>2</sub> (I) in E12.5 and E13.5 cortices of *Mboat7*<sup>+/fl</sup>; *Sox1-Cre* (+/-) and *Mboat7*<sup>fl/fl</sup>; *Sox1-Cre* (-/-) mice using SFC-MS/MS based method (E12.5: n=5 embryos (*Mboat7*<sup>+/fl</sup>; *Sox1-Cre*) and n=4 embryos (*Mboat7*<sup>fl/fl</sup>; *Sox1-Cre*); E13.5: n=3 embryos (*Mboat7*<sup>+/fl</sup>; *Sox1-Cre*) and n=6 embryos (*Mboat7*<sup>fl/fl</sup>; *Sox1-Cre*) from two independent litters). Ara and non-Ara indicate arachidonic acid-containing and non-arachidonic acid-containing species, respectively. Data are shown as mean ± SEM; \**p* < 0.05, \*\**p* < 0.01, \*\*\**p* < 0.001; multiple *t*-tests.

| Time   | Genotype               | <i>Mboat7</i> <sup>+<i>fl</i></sup> | <i>Mboat7</i> <sup><i>fl/fl</i></sup> | <i>Mboat7</i> <sup>+<i>fl</i></sup> ; <i>Sox1-Cre</i> | <i>Mboat7</i> <sup><i>fl/fl</i></sup> ; <i>Sox1-Cre</i> |
|--------|------------------------|-------------------------------------|---------------------------------------|-------------------------------------------------------|---------------------------------------------------------|
| 1 week | Number of animals<br>% | 5<br>25.0                           | 5<br>25.0                             | 7<br>35.0                                             | 3<br>15.0                                               |
| 2 week | Number of animals<br>% | 8<br>42.1                           | 4<br>21.1                             | 6<br>31.6                                             | 1<br>5.2                                                |
| 3 week | Number of animals<br>% | 24<br>38.1                          | 19<br>30.2                            | 20<br>31.7                                            | 0<br>0.0*                                               |

**Table S1. Neural-specific *Mboat7* KO mice die within a month after birth, related to Figure 7.**  
 Genotypes of litters from intercrosses of *Mboat7*<sup>+*fl*</sup>; *Sox1-Cre* with *Mboat7*<sup>*fl/fl*</sup> mice. DNA was extracted from the ear of each mouse and subjected to PCR analysis to determine the genotype.  
 The *p* values were calculated using the chi-square test. \**p* =0.000069.

| Species | Q1    | Q3    | Species | Q1    | Q3    | Species | Q1    | Q3    | Species | Q1    | Q3    |
|---------|-------|-------|---------|-------|-------|---------|-------|-------|---------|-------|-------|
| 25:0 PC | 636.5 | 184.0 | 25:0 PE | 594.5 | 453.5 | 25:0 PS | 636.3 | 549.3 | 25:0 PI | 711.5 | 241.0 |
| 30:0 PC | 706.3 | 184.0 | 34:0 PE | 720.5 | 579.5 | 34:0 PS | 762.5 | 675.5 | 32:1 PI | 807.5 | 241.0 |
| 32:0 PC | 734.5 | 184.0 | 34:1 PE | 718.5 | 577.5 | 34:1 PS | 760.5 | 673.5 | 34:0 PI | 837.5 | 241.0 |
| 32:1 PC | 732.5 | 184.0 | 34:2 PE | 716.5 | 575.5 | 36:0 PS | 790.5 | 703.5 | 34:1 PI | 835.5 | 241.0 |
| 34:0 PC | 762.5 | 184.0 | 36:1 PE | 746.5 | 605.5 | 36:1 PS | 788.5 | 701.5 | 34:2 PI | 833.5 | 241.0 |
| 34:1 PC | 760.5 | 184.0 | 36:2 PE | 744.5 | 603.5 | 36:2 PS | 786.5 | 699.5 | 36:1 PI | 863.5 | 241.0 |
| 34:2 PC | 758.5 | 184.0 | 36:3 PE | 742.5 | 601.5 | 38:3 PS | 812.5 | 725.5 | 36:2 PI | 861.5 | 241.0 |
| 36:1 PC | 788.5 | 184.0 | 36:4 PE | 740.5 | 599.5 | 38:4 PS | 810.5 | 723.5 | 36:3 PI | 859.5 | 241.0 |
| 36:2 PC | 786.5 | 184.0 | 38:3 PE | 770.5 | 629.5 | 40:3 PS | 840.5 | 753.5 | 36:4 PI | 857.5 | 241.0 |
| 36:3 PC | 784.5 | 184.0 | 38:4 PE | 768.5 | 627.5 | 40:4 PS | 838.5 | 751.5 | 38:2 PI | 889.5 | 241.0 |
| 36:4 PC | 782.5 | 184.0 | 38:5 PE | 766.5 | 625.5 | 40:5 PS | 836.5 | 749.5 | 38:3 PI | 887.5 | 241.0 |
| 38:4 PC | 810.5 | 184.0 | 38:6 PE | 764.5 | 623.5 | 40:6 PS | 834.5 | 747.5 | 38:4 PI | 885.5 | 241.0 |
| 38:5 PC | 808.5 | 184.0 | 40:4 PE | 796.5 | 655.5 | 42:5 PS | 864.5 | 777.5 | 38:5 PI | 883.5 | 241.0 |
| 38:6 PC | 806.5 | 184.0 | 40:5 PE | 794.5 | 653.5 |         |       |       | 38:6 PI | 881.5 | 241.0 |
|         |       |       | 40:6 PE | 792.5 | 651.5 |         |       |       | 40:3 PI | 915.5 | 241.0 |
|         |       |       | 40:7 PE | 790.5 | 649.5 |         |       |       | 40:4 PI | 913.5 | 241.0 |
|         |       |       |         |       |       |         |       |       | 40:5 PI | 911.5 | 241.0 |
|         |       |       |         |       |       |         |       |       | 40:6 PI | 909.5 | 241.0 |
|         |       |       |         |       |       |         |       |       | 40:7 PI | 907.5 | 241.0 |

| Phospholipids | DP   | EP  | CE  | CXP |
|---------------|------|-----|-----|-----|
| PC            | 171  | 10  | 37  | 14  |
| PE            | 116  | 10  | 31  | 12  |
| PS            | -100 | -10 | -36 | -15 |
| PI            | -100 | -10 | -56 | -9  |

**Table S2. MRM transitions of PC,PE, PS, and PI (LC-MS/MS), related to Figure 7.**  
PC and PE species are detected in positive ion mode. Injection volume: 2 µl, Dwell time: 5.4 msec, Curtain Gas (CUR): 30 psi, Temperature (TEM): 700 °C , Source Gas 1 (GS1): 30 psi, Source Gas 2 (GS2): 50 psi, Ion Source (IS): 5500 V, Collision Gas (CAD) : 7 (arbitrary units)  
PS and PI species are detected in negative ion mode. Injection volume: 10µl injection, Dwell time: 5.4 msec, Curtain Gas (CUR): 30 psi, Temperature (TEM): 700 °C , Source Gas 1 (GS1): 30 psi, Source Gas 2 (GS2): 70 psi, Ion Source (IS): -4500 V, Collision Gas (CAD) : 7 (arbitrary units)

| Species   | Q1     | Q3    | Species                    | Q1     | Q3    | Species | Q1    | Q3    |
|-----------|--------|-------|----------------------------|--------|-------|---------|-------|-------|
| 37:4 PI4P | 995.6  | 613.6 | 37:4 PI(4,5)P <sub>2</sub> | 1103.6 | 613.6 | 37:4 PI | 887.6 | 613.6 |
| 32:1 PI4P | 931.6  | 549.6 | 32:1 PI(4,5)P <sub>2</sub> | 1039.6 | 549.6 | 32:1 PI | 823.6 | 549.6 |
| 34:0 PI4P | 961.6  | 579.6 | 34:0 PI(4,5)P <sub>2</sub> | 1069.6 | 579.6 | 34:0 PI | 853.6 | 579.6 |
| 34:1 PI4P | 959.6  | 577.6 | 34:1 PI(4,5)P <sub>2</sub> | 1067.6 | 577.6 | 34:1 PI | 851.6 | 577.6 |
| 34:2 PI4P | 957.6  | 575.6 | 34:2 PI(4,5)P <sub>2</sub> | 1065.6 | 575.6 | 34:2 PI | 849.6 | 575.6 |
| 36:1 PI4P | 987.6  | 605.6 | 36:1 PI(4,5)P <sub>2</sub> | 1095.6 | 605.6 | 36:1 PI | 879.6 | 605.6 |
| 36:2 PI4P | 985.6  | 603.6 | 36:2 PI(4,5)P <sub>2</sub> | 1093.6 | 603.6 | 36:2 PI | 877.6 | 603.6 |
| 36:3 PI4P | 983.6  | 601.6 | 36:3 PI(4,5)P <sub>2</sub> | 1091.6 | 601.6 | 36:3 PI | 875.6 | 601.6 |
| 36:4 PI4P | 981.6  | 599.6 | 36:4 PI(4,5)P <sub>2</sub> | 1089.6 | 599.6 | 36:4 PI | 873.6 | 599.6 |
| 38:2 PI4P | 1013.6 | 631.6 | 38:2 PI(4,5)P <sub>2</sub> | 1121.6 | 631.6 | 38:2 PI | 905.6 | 631.6 |
| 38:3 PI4P | 1011.6 | 629.6 | 38:3 PI(4,5)P <sub>2</sub> | 1119.6 | 629.6 | 38:3 PI | 903.6 | 629.6 |
| 38:4 PI4P | 1009.6 | 627.6 | 38:4 PI(4,5)P <sub>2</sub> | 1117.6 | 627.6 | 38:4 PI | 901.6 | 627.6 |
| 38:5 PI4P | 1007.6 | 625.6 | 38:5 PI(4,5)P <sub>2</sub> | 1115.6 | 625.6 | 38:5 PI | 899.6 | 625.6 |
| 38:6 PI4P | 1005.6 | 623.6 | 38:6 PI(4,5)P <sub>2</sub> | 1113.6 | 623.6 | 38:6 PI | 897.6 | 623.6 |
| 40:3 PI4P | 1039.6 | 657.6 | 40:3 PI(4,5)P <sub>2</sub> | 1147.6 | 657.6 | 40:3 PI | 931.6 | 657.6 |
| 40:4 PI4P | 1037.6 | 655.6 | 40:4 PI(4,5)P <sub>2</sub> | 1145.6 | 655.6 | 40:4 PI | 929.6 | 655.6 |
| 40:5 PI4P | 1035.6 | 653.6 | 40:5 PI(4,5)P <sub>2</sub> | 1143.6 | 653.6 | 40:5 PI | 927.6 | 653.6 |
| 40:6 PI4P | 1033.6 | 651.6 | 40:6 PI(4,5)P <sub>2</sub> | 1141.6 | 651.6 | 40:6 PI | 925.6 | 651.6 |
| 40:7 PI4P | 1031.6 | 649.6 | 40:7 PI(4,5)P <sub>2</sub> | 1139.6 | 649.6 | 40:7 PI | 923.6 | 649.6 |

| Phospholipids         | DP  | EP | CE | CXP |
|-----------------------|-----|----|----|-----|
| PI4P                  | 130 | 10 | 33 | 13  |
| PI(4,5)P <sub>2</sub> | 150 | 10 | 37 | 17  |
| PI                    | 100 | 10 | 33 | 15  |

**Table S3. MRM transitions of PI4P, PI(4,5)P<sub>2</sub>, and PI (SFS-MS/MS), related to Figure 7.**  
PI4P, PI(4,5)P<sub>2</sub>, and PI species are detected in positive ion mode. Injection volume: 10 µl, Dwell time: 21msec, CUR: 10 psi, TEM: 500 °C , GS1: 30 psi, GS2: 70 psi, IS: 4500 V, CAD: 7 (arbitrary units)

Data S1

Data S1. Original, uncropped immunoblots, related to Figure 1.

Figure 1G

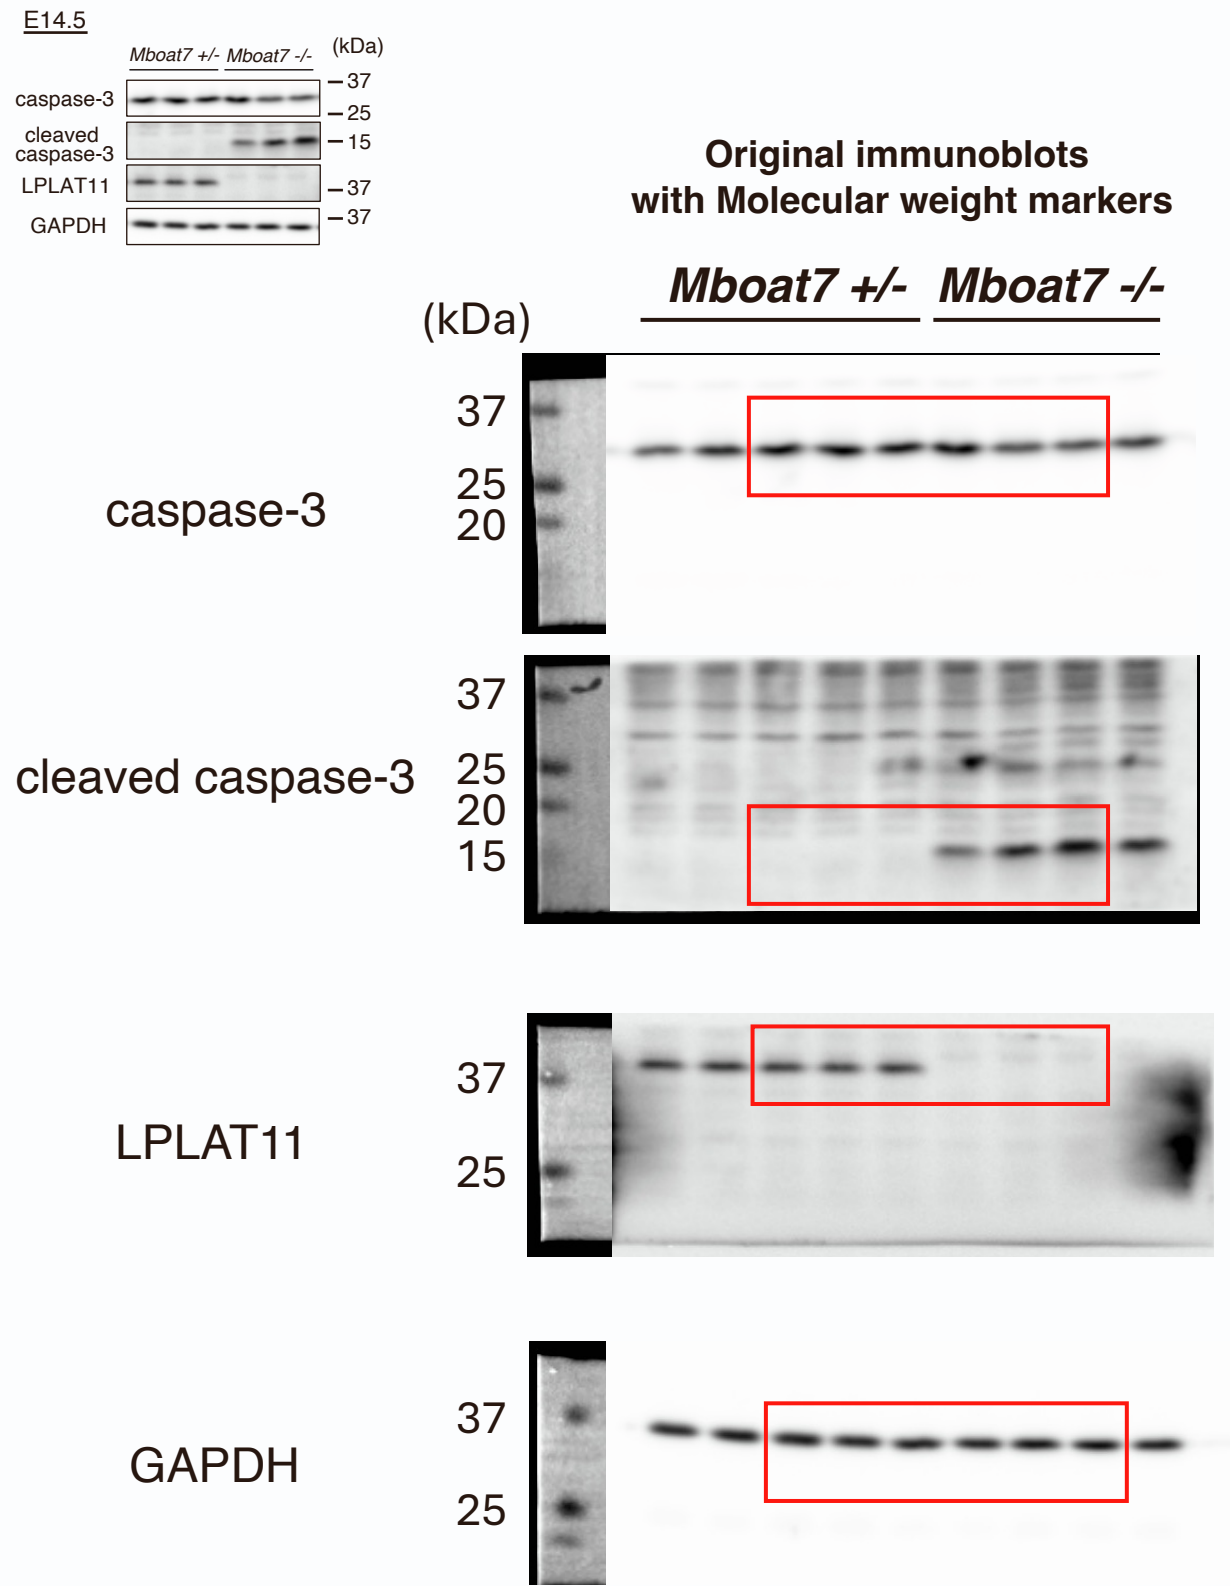

**Supplement:** Document S1. — Figures S1–S7, Tables S1–S3, and Data S1

How the deposited data were processed for this re-analysis (not part of the article)

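RNA from E11.5 and E12.5 cortices of Mboat7+/- and Mboat7-/- embryos was sequenced, with 2 embryos per genotype at each stage and 8 cortices in all. The paper gives the dissection, the RNA isolation kit, the sequencing providers and the platforms, and its statistics section names only tests run in GraphPad Prism for the paper as a whole. The text names no genome build, annotation, aligner, counting program or test for the RNA sequencing. The authors deposited a table of raw read counts per gene for each stage, without normalization, with one column per embryo. The E11.5 table lists 23420 genes by symbol and the E12.5 table 78298 genes by Ensembl identifier, so the tables were made with different annotations. Symbols and synonyms were matched through a table of gene names and RefSeq genes of the assembly GRCm38.p6, used only for names and for which genes neighbour each other. Of the genes with a count, 98.8% were matched at E11.5 and 81.4% at E12.5. The tables share 22834 genes, which hold 99.36% of the E11.5 counts and 94.4% of the E12.5 counts. No coordinates are given.

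The total count per cortex ranged from 21843330 to 28189771 at E11.5 and from 20799311 to 23330432 at E12.5. A count of 3, taken as the floor, corresponds to between 0.106 and 0.144 CPM, and a fold against a genotype whose cortices are both at or under it is given as a lower bound. Floors cover counting error only. No pair of cortices differed by as little as sampling noise, since the chi-square per degree of freedom lay between 4.69 and 25.9, so all were counted as separate samples.

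Before the data were examined, the design, the alternatives and the rule for naming genes were fixed. Each stage was fitted alone with edgeR 4.0.16 in R 4.3.3 (TMM normalization, filterByExpr with its minimum count of 10, quasi-likelihood test, Benjamini-Hochberg adjustment), and genes were called at an FDR under 0.05 and an absolute log2 fold change of at least 1. CPM values given with an SD were computed from the deposited counts on normalized library sizes. The floor, the Mboat7 percentages and the CPM ratios of Erdr1 and G530011O06Rik used the total counts. Fitted fold changes used a prior count of 0.125. A fit over all 8 cortices had stage as a term, and a further fit tested the interaction of stage and genotype. Lists of 10 kinds of genes were tested with camera of limma 3.58.1 at an inter-gene correlation of 0.01: radial glial cells, intermediate progenitor cells, neurons, M phase, p53 and apoptosis, ventral telencephalon, blood, mesenchyme, sex, and the proteins the paper studied. After the values were seen, 2 further lists were added, of sterol and fatty acid synthesis genes and of amino acid stress response genes, and the 5 genes that prompted them were left out of their tests.

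The genes named are Mboat7, the 3 genes labelled in Fig. S2B, every gene with an FDR under 0.05 (or, of more than 10, the first 10 by p without overlap between genotypes), the first 5 genes by p of those not called with an absolute log2 fold change of at least 1 and no overlap, and the genes of the lists for sex and for the proteins the paper studied. Other names were chosen after their values were seen.

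The alternatives were RLE and upper-quartile normalization, DESeq2 1.42.0, edgeR's exact test, edgeR's earlier form of the quasi-likelihood test, no filter, at least 10 counts in every cortex, the replicate number as a block, a fit with Xist as a covariate over both stages, fry or an estimated correlation for the lists, and leaving out each cortex in turn. A test on 1 cortex against 2 gives no p-value here. After the data were seen, a trend with transcript length and GC content was removed from every library with splines of 5 degrees of freedom, alone and with the block, and a crossed pairing was added at E12.5. The labels give the replicate number also as a batch number, so it was taken to pair the cortices. The correlation of the deviations of same-numbered cortices from their genotype means was 0.05 at E11.5 and -0.12 at E12.5, across genes.

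The fits were tested on simulated data with 200 genes changed by 0.5, 1, 2 or 3 on the log2 scale, without variation of the dispersion between genes. The quasi-likelihood test found 152 at E11.5, 156 at E12.5 and 172 over both stages, and 4.91%, 4.95% and 5.82% of the unchanged genes had an unadjusted p under 0.05. With a simulated length trend at E11.5, that share was 13.5% before and 4.89% after the trend was removed. Tables were prepared with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. Erdr1 is not compared at E12.5, since the identifiers of that table pair it with another symbol.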

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

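The tests of a list without each cortex were chosen before their results were seen, except for the intermediate progenitor and ventral lists. The length tests of the sterol, amino acid and mesenchyme lists were also chosen before, and those of the neuron, intermediate progenitor, ventral and p53 lists, with the tissue tests of the mesenchyme list, only after. The sterol and amino acid lists themselves were drawn up after some of their genes were seen. A list's spread, the SD of its medians with each cortex left out, and the reading of nearly all genes of a list as all but 1, were also set after the values were seen.

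Several kinds of genes drew attention because their difference between genotypes changed from E11.5 to E12.5 in the interaction of stage and genotype. The median change in log2 fold change was 0.349 for neuron genes (adjusted p = 0.00338 from limma's camera, 14 of 15 genes upward), 0.285 for intermediate progenitor genes (adjusted p = 0.0232, 9 of 10), 0.355 for ventral telencephalon genes (adjusted p = 0.0283, 9 of 10) and 0.134 for p53 and apoptosis genes (adjusted p = 0.0232, 12 of 14). It was 0.195 for sterol and fatty acid synthesis genes (adjusted p = 1.1e-05, 26 of 26) and 0.13 for amino acid stress response genes (adjusted p = 0.00638, 21 of 27). Under fry only the p53 and apoptosis list kept an adjusted p under 0.05 (0.0297), and none did with an estimated correlation. Each stage has its own provider, so a provider effect on the difference between genotypes cannot be told apart from a stage effect.

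The neuron, intermediate progenitor and ventral changes come from E11.5, where these lists were lower in the cortices labelled Mboat7-/-. Their medians were -0.251, -0.256 and -0.32 (adjusted p = 0.0219, 0.0864 and 0.0433 from limma's camera). For neuron genes the adjusted p was 0.652 with fry and 0.758 with an estimated correlation. Only 2 of 15 neuron genes (13.3%) had both cortices labelled Mboat7-/- below both Mboat7+/- cortices, where chance gives 16.7% for a single gene. With the length and GC trend removed, the neuron median was -0.376, beyond its spread of 0.223, which argues against that trend as the whole cause for neuron genes. The ventral median was -0.323 with the trend removed, but its adjusted p rose to 0.0737, and to 0.0585 with the replicate block as well, in a range from 0.0311 to 0.758 over the alternatives (camera, fry or an estimated correlation). The intermediate progenitor median was -0.203, with an adjusted p of 0.203 in a range from 0.0651 to 0.758. For these 2 lists, not past the threshold once the trend is removed, the trend cannot be told apart from a genotype effect. Without the first cortex labelled Mboat7-/- the neuron median was -0.019, the intermediate progenitor median -0.039 and the ventral median -0.067. Each was still below 0 but within its spread (0.147 and 0.221 for the last 2). Without the second cortex labelled Mboat7-/- these medians were -0.54, -0.398 and -0.606. Whether 1 cortex decides these values cannot be told apart from a genotype effect with 2 cortices per genotype. A split of the E11.5 cortices by replicate number gave a larger neuron median, 0.358 in absolute value against 0.236 for the genotypes. A difference in the position of the dissection or in the age of the embryos was not tested.

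Mesenchyme genes were higher at E11.5 in the cortices labelled Mboat7-/-, in genes the paper does not discuss, with a median log2 fold change of 0.262 (adjusted p = 0.00793 from limma's camera). Of the 10 genes, 9 (90%) were higher, and 7 had both cortices labelled Mboat7-/- above both Mboat7+/- cortices. Chance gives 16.7% for a single gene, but genes of a list can move together, so this share is not a test. The median with the length and GC trend removed was 0.23 (7 of 10 genes higher), which argues against the trend as the whole cause. Col3a1 and Col1a2, the most abundant of the list, had log2 fold changes of 0.36 and 0.26, and Col1a1 one of 0.03. Blood genes, also non-neural, were lower in the same cortices, with a median of -0.546 beyond its spread of 0.214, which argues against more non-neural tissue of every kind. More mesenchyme alone stays open: most genes of the list rose, but Col1a1, among the most abundant, did not move beyond its error, so it cannot be told apart from a genotype effect. At E12.5 the median was 0.152 (adjusted p = 0.333), from -0.048 without the second Mboat7+/- cortex to 0.33 without the first. Fry gave the E11.5 list an adjusted p of 0.308.

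Sterol and fatty acid synthesis genes were higher at E12.5 in the cortices labelled Mboat7-/-, with a median of 0.226 over 26 genes, 24 of them higher (adjusted p = 5.95e-06 from limma's camera, without the genes that prompted the list). Among those, Insig1 and Scd1 had log2 fold changes of 0.60 and 0.66. The median lay above all of 10000 random lists matched on expression and length (percentile 100). Genes of a random list were drawn singly, so the percentile does not allow for genes that move together. The E11.5 neuron list, which 1 cortex may decide, lay at percentile 0. The sterol median was 0.167 with the length and GC trend removed, beyond its spread of 0.074. It was 0.127 without the first Mboat7+/- cortex or without the first cortex labelled Mboat7-/-. These values argue against the trend as the whole cause and against 1 cortex deciding the median. Of the 3 splits of the 4 cortices, 1, the split by genotype, gave a median as large. With the trend removed that no longer held: the split that joins the second Mboat7+/- cortex with the first cortex labelled Mboat7-/- gave 0.183 against 0.168. With 3 splits, an arbitrary grouping cannot be told apart from a genotype effect, and neither fry nor an estimated correlation kept the list. A response of lipid synthesis to the loss of Mboat7 is therefore one hypothesis among those left open.

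Amino acid stress response genes were higher at E12.5, with a median of 0.118 over 27 genes, 20 of them higher (adjusted p = 0.0198 from limma's camera). The adjusted p was 0.0499 from camera with the replicate block, 0.654 with fry and 0.749 with an estimated correlation, so neither of the last pair kept the list. Among the genes that prompted the list, Chac1, Asns and Slc7a3 had log2 fold changes of 1.50, 0.56 and 2.02. The median was 0.129 with the trend removed and at its lowest 0.108, without the second cortex labelled Mboat7-/-, both beyond the spread of 0.044. It rose to 0.202 without the second Mboat7+/- cortex. With the trend removed, the same split as above gave a median of 0.13, as the genotypes did, so the list stands little apart from an arbitrary grouping. A difference in nutrition between embryos was not tested.

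The p53 and apoptosis genes were higher at E12.5 by a median of 0.062 (adjusted p = 0.0498 from limma's camera, 10 of 14 genes). The median was again 0.062 with the trend removed and 0.024 without the second cortex labelled Mboat7-/-, and it rose to 0.197 without the first Mboat7+/- cortex. Removing the trend did not move the median, with an adjusted p of 0.048, which counts against the trend. With the replicate block the adjusted p was 0.0619, and 0.0585 with the trend removed as well, so the list was no longer past the threshold, and it ranged from 0.0311 to 0.758 over the alternatives. The median itself lies within its spread of 0.077, however, as does the value without the second cortex labelled Mboat7-/-, so the list is too close to 0 to exclude either explanation, and they cannot be told apart from a genotype effect. The median lay at percentile 94.38 of random lists.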

How the results depend on the processing

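The number of genes past the criterion of Fig. S2 depended on the test and on the filter. At E11.5 it was 0, and stayed 0 with RLE or upper-quartile normalization, the earlier quasi-likelihood test and no filter. It was 2 with DESeq2, 41 with edgeR's exact test and 1 with at least 10 counts in every cortex, and the genes with an FDR under 0.05 alone were 191, 176 and 2. At E12.5 it was 3 with RLE or upper-quartile normalization and the earlier test, 5 with DESeq2 and 16 with the exact test, with 10 and 28 genes at an FDR under 0.05 alone, and the 3 genes were the same among them in all 5 fits. It was 0 with no filter, where the smallest adjusted p was 0.737, and 0 with at least 10 counts in every cortex, which removes the 3 genes by construction. DESeq2 gave 308 genes with an unadjusted p under 0.05 at E12.5 in place of 690.

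With the replicate number as a block, 40 genes met the criterion at E11.5 and 21 at E12.5, and 505 and 32 had an FDR under 0.05. The block with the length and GC trend removed, an alternative added after the data were seen, gave 10 and 31 genes, and 43 and 59 at an FDR under 0.05. The crossed pairing, also added then because same-numbered E12.5 cortices deviated apart (-0.12), gave 29 genes, 158 at an FDR under 0.05 and 2067 with an unadjusted p under 0.05. The 3 genes of Fig. S2B were among the calls under each of these fits at E12.5. With the trend removed and no block, 1282 genes at E11.5 had an unadjusted p under 0.05 in place of 2107, with no call, and 4 genes were called at E12.5. Why the block gave more calls was not tested, apart from the fit with the trend removed. In the fit over both stages the block gave 0 genes, with 1518 at an unadjusted p under 0.05.

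The genes with an absolute log2 fold change of at least 1 that were not called numbered 355 at E11.5 and 201 at E12.5. DESeq2 gave 2395 and 8835 and no filter 2394 and 8428, as both keep low genes, and at least 10 counts in every cortex gave 127 and 44. They numbered from 577 to 715 at E11.5 and from 332 to 515 at E12.5 across the fits that each left out one cortex, with the highest values without the second cortex labelled Mboat7-/- and without the first Mboat7+/- cortex. An arm of 1 cortex varies more by construction.

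Over both stages, no gene had an FDR under 0.05 with RLE normalization, either other filter, the block, the trend removed or Xist as a covariate. DESeq2 gave 10 genes, and the block with the trend removed gave 3, with 1057 at an unadjusted p under 0.05. Leaving out one cortex gave from 0 to 14 genes, with 14 without the second E11.5 cortex labelled Mboat7-/- and 10 without the first, and from 1112 to 2539 genes with an unadjusted p under 0.05. The lowest and highest of these came without the second and the first E12.5 Mboat7+/- cortex. The cause was not tested. For the interaction, DESeq2 gave 17 genes and each other alternative 0.

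Of the 20 list tests, 7 had an adjusted p under 0.05 with camera, 7 with RLE normalization or with at least 10 counts in every cortex, 5 with the block and 5 with the trend removed. The number was 4 with the block and the trend removed, and 0 with fry and 0 with an estimated correlation. With 2 cortices per genotype these last 2 have few degrees of freedom. The E12.5 ventral list went from -0.003 to 0 with at least 10 counts in every cortex. It reversed to 0.032 with the trend removed, with or without the block. The stage difference of the blood list went from -0.063 to 0.003 with at least 10 counts in every cortex. With the trend removed, the E12.5 list of the proteins the paper studied went from 0.021 to -0.006, with or without the block. The stage difference of that list went from 0.038 to -0.003 with the trend removed. None of these had an adjusted p under 0.05, and the cause was not tested.

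Apart from the fits that left out a cortex, 356 values of single genes under alternatives set before the data were examined gave 308 on the same side, 3 weaker, 45 stronger and 0 reversed, and for lists 200 values gave 164 on the same side and 34 weaker. With one cortex left out, the sign changed in 9 of 180 values of genes, for 6 results. These were E11.5 Cpt1a, Insig1, Scd1, Slc7a3 and Tbr1, and E12.5 Cdh1. E12.5 Pip5k1c, whose log2 fold change rounds to 0.00, is not counted among them, but its values ran from -0.09 to 0.07. For lists the sign changed in 6 of 80 values, for 4 results (the E11.5 sterol list and the E12.5 M phase, mesenchyme and ventral lists). The alternatives added later gave 29 stronger of 110 values for genes and 4 weaker of 60 for lists. At 0.106 to 0.144 CPM for a count of 3, the fold of G530011O06Rik is limited to a bound by the depth.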

Differences from the paper's values

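In Fig. S2A, about 5 points lie above the line of an FDR of 0.05 at E11.5, read by eye, all within an absolute log2 fold change of 1, while 0 genes had an FDR under 0.05 here. None of the alternatives set before the data were examined came to the paper's number. RLE and upper-quartile normalization, the earlier quasi-likelihood test and no filter gave 0, at least 10 counts in every cortex gave 2, edgeR's exact test gave 176, DESeq2 gave 191 and the replicate block gave 505. The trend removed with and without the block, chosen after seeing the values, gave 43 and 0.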

Other observations

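Of the tests in this part, those of the splits of the cortices and of the length trend in unadjusted p-values were chosen before their results were seen, and the others only after.

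Mboat7 itself changed little in the libraries labelled Mboat7-/-, with a log2 fold change of 0.18 at E11.5 and -0.17 at E12.5, where both were lower than both Mboat7+/- libraries without a significant difference. If the allele removed the transcript and labels had been swapped within a stage, some library would have little Mboat7, read here as under 50% of the highest, a limit set after the values were seen. The lowest library had 81.9% of the highest at E11.5 and 88.1% at E12.5, which argues against both conditions holding together. If the allele removed the transcript, a library with little Mboat7 would be seen with or without a swap. The Mboat7 counts therefore cannot tell whether labels were swapped. Whether the allele leaves the transcript in place was not tested. The genes on either side of Mboat7 in GRCm38.p6 are Tmc4 and Tsen34. Over both stages Tsen34 had a log2 fold change of -0.32 and Tmc4 one of 0.56, with adjusted p = 0.296 and 0.308 from edgeR's quasi-likelihood test, and each went the same way at both stages. Of 14728 genes, 9 (0.0611%), Mboat7 included, had neighbours whose 2 p-values combined were as small, which 1 strong neighbour can bring about. A local effect of the targeted allele would give such neighbours, but it was not tested further. At E11.5 alone Tsen34 was at -0.14 (adjusted p = 0.468 from edgeR's quasi-likelihood test), and at -0.04 with the length and GC trend removed. Tsen34 overlaps Mboat7 in the annotation and the counting is not stated to use strand, so its value is uncertain. Within 20 genes on each side, 7 of 40 (17.5%) had an unadjusted p under 0.05 against 12.4% of all genes.

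At E11.5, 14.1% of the genes had an unadjusted p under 0.05, and the log2 fold changes followed transcript length, with a Spearman correlation across genes of 0.56 among genes above 16 CPM (genes are not independent replicates). Between the 2 cortices of one genotype at E11.5 it was -0.09 and -0.01. At E12.5 it was -0.56 between the Mboat7+/- cortices and 0.29 between those labelled Mboat7-/-. A trend of that size between cortices of one genotype fits a difference in RNA quality or library preparation between cortices. Between the genotypes at E12.5 it was 0.36, of the same sign as at E11.5, so a trend that goes with the genotype stays open. Removing the trend took the share to 8.58%, above 5% and above the 1.60% and 5.44% of the other splits of the E11.5 cortices, but a split of the E12.5 cortices that mixes the genotypes reached 11.4% with the trend removed. What remains after the trend cannot be told apart from differences between single cortices.

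With 4 cortices there are 3 splits at each stage, so none can be rarer than 1 in 3. At E11.5 all 3 splits gave 0 calls, which decides nothing, since the genotypes gave none either. At E12.5 2 of the 3 splits gave at least the 3 calls of the genotypes: the other, which joins the second Mboat7+/- cortex with the first cortex labelled Mboat7-/-, gave 5 calls and 1910 genes with an unadjusted p under 0.05. The split by replicate number gave 2 calls. The number of calls at E12.5 is thus no larger than an arbitrary split can give, and the genotype effect cannot be told apart from one by that number. Over both stages, the genotypes gave 0 genes with an FDR under 0.05, which each of the 34 splits that could be fitted reaches by construction, so that count decides nothing. Of the 34 splits, 4, the genotypes included, gave at least as many genes with an unadjusted p under 0.05 as the genotypes. Among the 8 splits that part all pairs of replicate numbers, 2 did, the genotypes with 1855 genes and another split with 2671, and the remaining 6 ranged from 457 to 839 genes.

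The 3 genes called at E12.5 are not accounted for by sex, since the highest Xist count among the E12.5 cortices was 2 and all 4 carried Y-linked counts (Kdm5d 673 to 877). At E11.5, G530011O06Rik had 623 and 381 counts in the cortices labelled Mboat7-/-, both with Y-linked counts, a ratio of 1.42 in CPM. It had 674 and 183 in the Mboat7+/- cortices, but only the second of these has Y-linked counts, so their difference is no measure of variation between embryos of one sex. With 1 gene in 2 cortices, a variant of the loci carried by single embryos cannot be told apart from a genotype effect at E12.5.

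Erdr1 at E11.5 was lower in both cortices labelled Mboat7-/-. The Mboat7+/- cortex with Y-linked counts was 5.01 times as high as the higher of these, which also have them, and those differed from each other by a ratio of 1.05. With 1 such Mboat7+/- cortex, neither the sex of the embryos nor a variant of the locus can be told apart from a genotype effect. Erdr1 had an adjusted p under 0.05 in 5 of 10 alternatives, with a range from 1.69e-17 to 0.156. In the RefSeq annotation it neighbours G530011O06Rik on the X chromosome.

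Blood genes were lower in the cortices labelled Mboat7-/- at both stages, by a median log2 fold change of -0.546 at E11.5 (7 of 7 genes lower) and -0.53 at E12.5 (10 of 10), with adjusted p = 0.000771 at each from limma's camera, and 0.517 at E11.5 with fry. The medians with the length and GC trend removed were -0.498 and -0.487, which argues against the trend as the whole cause. At E11.5, 85.7% of the genes had both cortices labelled Mboat7-/- below both Mboat7+/- cortices. Chance gives 16.7% for a single gene, but genes of a list can move together, so this share is not a test. Fewer red blood cells in those cortices would give this pattern, but so could differences between single cortices. At E12.5, 20% of the genes did, so red blood cells cannot be told apart from differences between single cortices there either. Without one cortex the median ran from -0.881 to -0.361 at E11.5 (lowest without the second Mboat7+/- cortex) and from -0.867 to -0.229 at E12.5 (lowest without the first Mboat7+/- cortex, highest without the second). The interaction gave -0.063 (adjusted p = 0.642).

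The other lists gave these medians. At E11.5 the radial glial list was at -0.083 (adjusted p = 0.377 from limma's camera), M phase at 0.014 (0.519), p53 and apoptosis at -0.027 (0.347), sterol synthesis at -0.03 (0.362), amino acid stress at -0.073 (0.137) and the proteins the paper studied at -0.061 (0.519). At E12.5 the ventral list was at -0.003 (0.903) and the proteins the paper studied at 0.021 (0.988). The sex list, 4 Y-linked genes, was at 4.535 at E11.5 (0.149), which follows from the Mboat7+/- cortex with Xist and no Y-linked counts, and at 0.317 at E12.5 (0.0498). At E12.5 its adjusted p was 0.0555 with the replicate block, and 0.227 with the length and GC trend removed, where the median was 0.149 and 3 of 4 genes were higher, so it was not past the threshold in either. It ranged from 0.0322 to 0.758 over the alternatives.

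The paper stained E-cadherin, encoded by Cdh1, and used an inhibitor of PIPKIγ, encoded by Pip5k1c. The log2 fold change of Cdh1 was 0.35 at E11.5 (adjusted p = 0.405 from edgeR's quasi-likelihood test) and -0.27 at E12.5 (0.968), where its counts were 22 and 15 against 19 and 14. That of Pip5k1c was -0.06 at E11.5 (0.71) and 0.00 at E12.5 (0.997). At E11.5, all 21 genes of the proteins the paper stained, blotted or discussed were tested and 0 had an adjusted p under 0.05, over all genes or over the list alone, with the smallest over the list 0.0758 for Tjp1 (log2 fold change 0.37). Over all genes the adjusted p of Tjp1 was 0.187, but 0.011 with the replicate block and 0.0275 with DESeq2, in a range from 0.011 to 0.592 over its alternatives, and 0.236 with the block and the length and GC trend removed. In the fit without the block, the lowest log2 fold change was -0.34 for Tbr1, which rose to 0.05 without the first cortex labelled Mboat7-/-.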
